# Mutations in sigma 70 transcription factor improves expression of functional eukaryotic membrane proteins in *Escherichia coli*

**DOI:** 10.1038/s41598-019-39492-9

**Published:** 2019-02-21

**Authors:** Pablo Emiliano Tomatis, Marco Schütz, Elina Umudumov, Andreas Plückthun

## Abstract

Eukaryotic integral membrane proteins (IMPs) are difficult to study due to low functional expression levels. To investigate factors for efficient biogenesis of eukaryotic IMPs in the prokaryotic model organism *Escherichia coli*, important, e.g., for isotope-labeling for NMR, we selected for *E. coli* cells expressing high levels of functional G protein-coupled receptors (GPCRs) by FACS. Utilizing an *E. coli* strain library with all non-essential genes systematically deleted, we unexpectedly discovered upon whole-genome sequencing that the improved phenotype was not conferred by the deleted genes but by various subtle alterations in the “housekeeping” sigma 70 factor (RpoD). When analyzing effects of the *rpoD* mutations at the transcriptome level we found that toxic effects incurred on wild-type *E. coli* during receptor expression were diminished by two independent and synergistic effects: a slower but longer-lasting GPCR biosynthesis and an optimized transcriptional pattern, augmenting growth and expression at low temperature, setting the basis for further bacterial strain engineering.

## Introduction

Integral membrane proteins (IMPs) have many vital biological functions, constituting approximately one third of all proteins in humans as well as being the targets of nearly 60% of all FDA-approved drugs^1,2^. Despite their importance, structural and functional information for IMPs is still limited. Up to now, fewer than 4% of the unique structures in the protein database (PDB) correspond to membrane proteins, and even fewer are of eukaryotic origin. For many of them, in particular for G protein-coupled receptors (GPCRs), there are no homologs from prokaryotes. GPCRs, the biggest IMP family, constitute almost 5% of the entire protein-coding human genome and are the most important class of drug targets.

Apart from a few exceptions, most IMPs have an extremely low natural abundance. Thus, they need to be overexpressed in heterologous hosts for detailed investigations^2–4^. Next to microbial hosts, such as *Escherichia coli*, *Lactococcus* or different yeast species (e.g., *Pichia pastoris* and *Saccharomyces cerevisiae*), researchers have been using mammalian cell cultures, insect cells, or cell-free systems for heterologous expression of IMPs, each with various degrees of success^4–6^. *E. coli* is a particularly attractive expression host because of its cost-effective cultivation and fast growth and especially its ability to produce isotope-labeled protein for NMR studies^7^ and rapid protein engineering approaches, by rational and combinatorial means.

Since many IMPs are very unstable when solubilized in detergents, different approaches based on either rational design^4,8^ or random mutagenesis and screening^9^ were used to obtain better expressing and more stable variants of IMPs. With the goal to improve heterologous expression of GPCRs and to create receptor variants with increased stability, our lab has developed several directed evolution strategies in *E. coli* and yeast^10–14^. In the present study, however, we focus on the bacterial host itself.

In most cases, eukaryotic hosts tolerate the heterologous overexpression of IMPs better than bacteria. While bacteria are able to produce some of their endogenous membrane proteins in high abundance, many IMPs, especially those of eukaryotic origin, are very toxic for the bacterial cell when overexpressed. Since polypeptide elongation is significantly slower in eukaryotes than in prokaryotes^4^, the overexpression of eukaryotic IMPs in bacteria may cause mistargeting and misfolding not only of the IMP itself, but also of other proteins, leading to high cellular stress. Furthermore, the titration of the Sec translocon, the limited availability of other endogenous factors assisting in the biogenesis of membrane proteins, or differences in membrane bilayer properties and membrane space can all affect insertion, folding and functioning of heterologous IMPs^15,16^.

In this study, we aimed to improve our understanding of heterologous expression of IMPs in *E. coli*, which would potentially allow the generation of bacterial expression strains that are more tolerant to the overexpression of eukaryotic IMPs. While for crystallography and electron microscopy, protein production can be carried out in insect cells or mammalian cells, for NMR, the facile preparation of isotope-labeled IMPs in *E. coli* would be a great advantage.

We planned to elucidate the bottlenecks of eukaryotic IMP biogenesis in bacteria with an unbiased approach, not limiting ourselves to a particular pathway, using pharmacologically relevant GPCRs as a model system. It was our aim to solve this problem not only practically, but also to make a contribution to elucidating the mechanism. Currently, the knowledge of the basic cellular processes that govern the biogenesis of heterologous IMPs in bacteria remains incomplete, and a systematic characterization of bacterial genes involved in this process as well as possible epistatic genetic interactions between them is still lacking. It seems intuitive that all steps during the biogenesis of a membrane protein need to be extremely well coordinated and balanced^17^. As a consequence, a rational approach to improve an IMP protein production system that finally would lead to higher levels of functionally expressed IMPs would be very difficult.

For this reason, we used a methodology previously developed in our laboratory that allows the detection of functional IMPs in *E. coli* at the single cell level by using fluorescent ligands and FACS, thus being able to select individual cells with improved functional expression level. As a model system, we used GPCRs to be expressed in *E. coli*. Our approach finally led to the discovery that a specifically mutated sigma factor has favorable effects at this process at several levels.

## Results

### Selection from the Keio collection for improved GPCR expression

#### Selection

In order to identify *E. coli* genes that could affect the heterologous production of GPCRs, we used a selection strategy based on fluorescence-activated cell sorting (FACS) developed in our laboratory that allows the isolation of cells showing increased expression levels of functional receptors that bind to a fluorescent ligand^10–12^. We screened a systematically constructed *E. coli* strain library consisting of clones, each with a precisely defined single-gene deletion in the genome, the so-called Keio collection^18^. We searched for *E. coli* strains showing increased functional expression of the rather unstable wild-type rat neurotensin 1 receptor (NTR1), which puts a significant stress on the host^10^.

The pooled Keio collection, consisting of 3985 different strains, was transformed with an expression vector denoted as pRG-NTR, encoding NTR1^10^. The transformation efficiency was 3 × 10^6^ cfu, well 100-fold above the library size to ensure exhaustive representation, giving rise to the *E. coli* strain library termed Keio-NTR1. After expression of NTR1 at 20 °C, permeabilization of the outer membrane and incubation of the cells with a fluorescently-labeled neurotensin ligand allowed it to bind to the functional receptor in the inner membrane of *E. coli* as previously described^10^. Subsequently, the most fluorescent cells, which consequently exhibit the highest expression levels of functional receptor, were isolated with FACS (Fig. S1).

After six iterative selection rounds, we could not detect an improvement of the expression level within the strain library expressing NTR1 (Fig. S2), as under these conditions of limited growth the fluorescence signal was similar between the pool of the selected *E. coli* deletion clones compared to the corresponding wild-type *E. coli* strain. However, we noticed variations in the fluorescence signal within experiments for some tested strains, so if the upshift of the fluorescence signal in the sorted clones is small and counterbalanced by strains in the pool with decreased receptor expression, a positive effect in the signal may go undetected. Therefore, we decided to investigate whether the selections may still have resulted in an enrichment of certain Keio clones over others, e.g., because the enriched clones may tolerate the expression of NTR1 better than the wild-type strain and may thus harbor favorable properties.

#### Identification and characterization of selected strains

The identification by inverse PCR of the selected *E. coli* Keio strains revealed that five specific clones from the Keio collection had indeed become enriched (Fig. S3). Intriguingly, there was no obvious direct relationship of the function of the genes that are deleted on these enriched clones with known pathways of membrane protein biosynthesis.

These five enriched strains from the selection were picked again from the original Keio collection, thus not harboring any plasmid, for further analysis. A characterization of the growth behavior in rich medium (2 × YT medium) in comparison to the control strain BW25113, from which the Keio library was derived, showed that the growth rates and the final cell density after 20 hours of cultivation at 37 °C were identical. On the other hand, the final cell density reached after 20 hours of cultivation at 20 °C was higher for 4 of 5 clones (Fig. S4), even though their growth rates at 20 °C were equivalent.

These Keio *E. coli* strains as well as the control strain BW25113 were then freshly transformed with the vector pRG-NTR. The presence of the corresponding gene deletions in the freshly transformed strains was verified by iPCR and sequencing.

Following identical culture conditions and protocol for receptor expression as in the selection procedure, we found that the same selected Keio strains (*ΔybaA, ΔqseB, ΔhybD and ΔuxuB*) expressing NTR1 can also reach a higher final cell density after 20 hours at 20 °C, in comparison to the wt *E. coli* strain BW25113 (Fig. 1), all having the same growth rates. At 20 °C, the optimal temperature for functional receptor expression and selection, the overexpression of GPCRs is not quite as stressful for the cells as at 37 °C^10^, and apparently these Keio strains can grow for a more extended duration than the strain BW25113.

**Figure 1:**
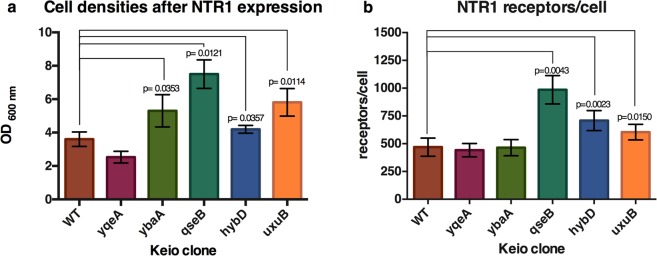
Expression of NTR1 receptor in the selected *E. coli* strains from the Keio collection. *E. coli* strain BW25113 (WT) and the most abundant clones of the selected Keio clones were transformed with the plasmid pRG-NTR. Expressions of NTR1 receptor are as described in Materials and Methods. The x-axis label indicates the gene that is deleted on the respective Keio clone. Means and Standard Deviations from three independent experiments are shown. (**a**) Growth was estimated with OD_600nm_ measurements after 20 hours of GPCR expression at 20 °C. Strains with statistically significant increases in growth versus wild-type *E. coli* BW25113 are calculated by two-tailed paired *t* test; *p* values are indicated. (**b**) Receptor expression levels were assessed by radioligand binding assays. The y-axis represents the number of functional receptors per cell, averaged across an entire population of cells. Statistical *p* values, as calculated by two-tailed paired *t* test, are indicated for strains with statistically significant increases in receptors per cell versus wild-type *E. coli* BW25113.

As expected from previous experiments, expression of the GPCRs is clearly toxic for the host, as the untransformed strains (without NTR1 expressed) reach higher cell densities than with NTR1 (Figs 1 and S4).

We then investigated whether the production of functional receptors was affected in addition to the improved growth behavior discovered. Indeed, although GPCR expression measurements are usually noisy, a statistically significant increase in functional receptors/cell was found for NTR1 measured by radioligand binding assays (RLBA) in the selected Keio clones *ΔqseB, ΔhybD and ΔuxuB* (Fig. 1).

### No genotype - phenotype link with Keio deletions

In order to check our findings, we re-constructed by recombineering^19^ the equivalent single-gene deletion clones from the Keio collection in the same genetic background of the control strain BW25113.

Unexpectedly, the growth and receptor levels in these newly made deletion strains were as in the control strain. Thus, there seems to be no direct correlation between the deleted genes and the observed phenotype of improved GPCR expression.

While the enrichment of the original Keio clones (*ΔhybD*, *ΔqseB*, *ΔybaA* and *ΔuxuB*) was reproducible, as were their phenotypes regarding resistance to GPCR expression stress, it appeared that these properties were not related to the presumed genotypes denoted in the Keio collection, but still somehow linked to the particular strains.

### Identification of causative mutation by whole genome sequencing

To identify the genetic modification that causes the difference in the observed phenotype, the DNA sequence of the whole genome of the most promising selected Keio clone (*ΔqseB*) and the wild-type strain BW25113 were determined. The obtained genome sequence of BW25113 is in agreement with a sequence deposited afterwards (GenBank accession number CP009273)^20^.

In the *ΔqseB* Keio clone, a non-silent single nucleotide substitution in the *rpoD* gene was identified and confirmed by Sanger sequencing. This essential gene encodes the sigma 70 subunit of the RNA polymerase, the primary sigma factor during exponential growth, which targets RNA polymerase to the majority of promoters operative under normal growth conditions^21^. The nucleotide change in the *rpoD* gene results in a valine instead of glutamate in amino acid position 575 (domain 4.2) of the sigma 70 transcription factor (Fig. 2). This position plays an important role in the interaction between RNA polymerase and promoters^22^ (Fig. 2).

**Figure 2:**
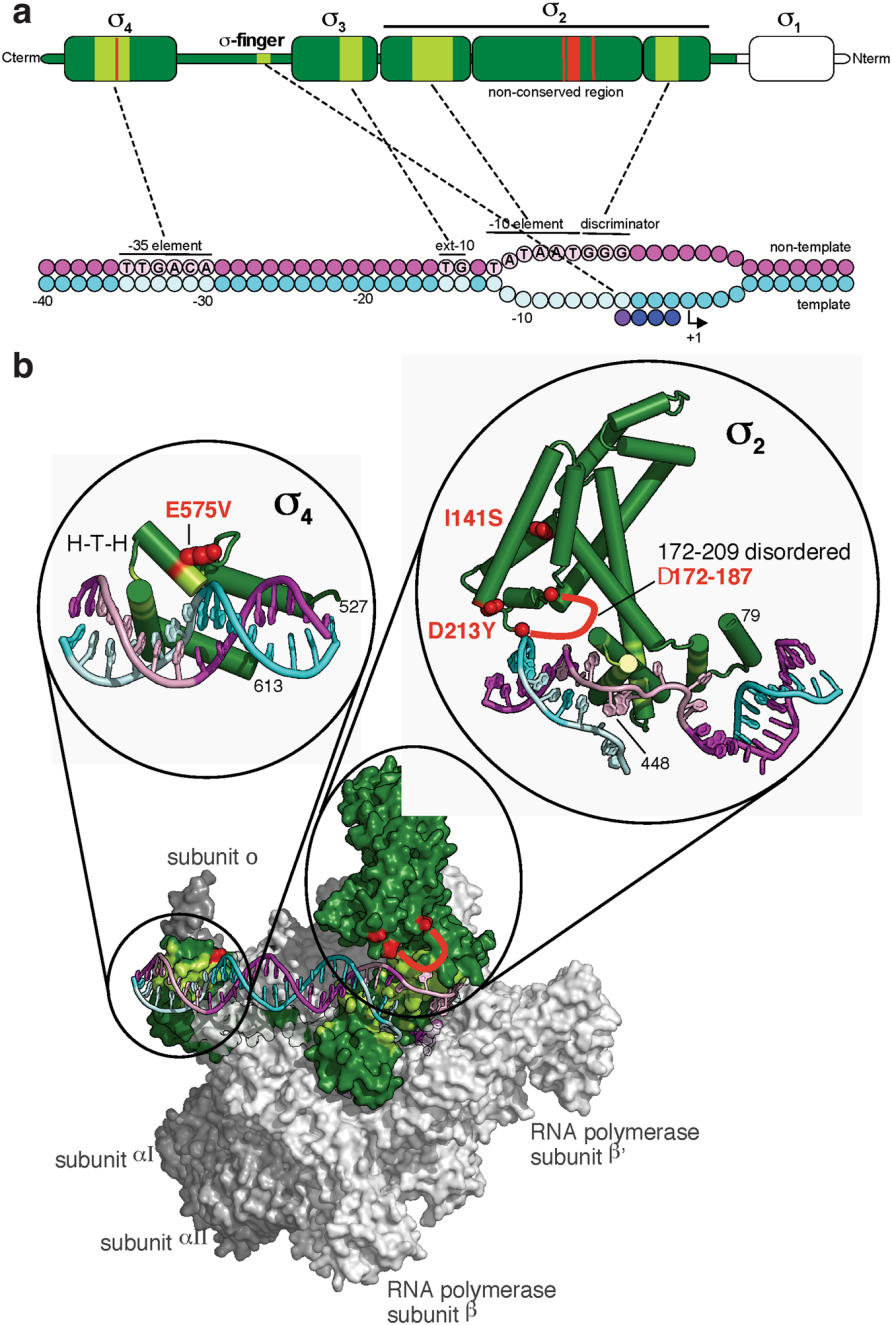
Structural interactions of sigma 70 factor in the RNA polymerase transcription initiation complex and location of selected mutations. (**a**) Domain organization, conserved regions and promoter recognition of the sigma 70 factor (green). Interactions between sigma 70 and DNA are depicted with dashed lines. The non-template DNA strand is colored magenta and the template strand cyan, with key consensus promoter elements contacted by sigma 70 (light green) indicated in pink with letters. Transcription initiates at +1. Mutations found in the *rpoD* gene in this work are highlighted in red. Adapted from^65^. (**b**) Overall structure and organization of *E. coli* sigma 70 in the RNA polymerase transcription initiation complex based on PDB ID: 4YLN^39^. Sigma 70 (surface representation) and promoter DNA (cartoon) are colored as above. Inset zooms show the HTH domain of sigma 70 where the mutation E575V is located, and interaction of mutations in sigma 70 domain 2 with DNA. Adapted from^65^.

### Recreating new *E. coli* strains with and without the *rpoD* mutation

To confirm the correlation of this mutation with the observed phenotype we wanted to create a new *E. coli* strain carrying only the mutation *rpoD*-E575V. For this purpose, a site-directed genome mutagenesis approach based on recombineering was developed (detailed in Supplementary Information: Supplementary Methods). Briefly, we created two DNA fragments comprising the kanamycin resistance cassette targeted to the *mug* gene, downstream of *rpoD* (encoding the non-essential mismatch-specific uracil DNA-glycosylase) and the last 350 bp of the *rpoD* gene with the E575V mutation or, alternatively, with the wild-type sequence (Fig. S5). Using recombineering^19^ we thus generated two new *E. coli* strains: BW25113 *rpoD-*E575V *Δmug::Km* (abbreviated rpoD* from now on) and the control strain BW25113 wt *rpoD(E575) Δmug::Km*, which is *rpoD wt* (Fig. S5). These two newly constructed strains thus differ only by the E575V mutation in *rpoD*.

Using these newly generated strains, we performed receptor expression experiments. Both the final cell density after expression and the functional receptor number per cell, estimated with RLBA, demonstrated that the improved phenotype displayed by the Keio clone *ΔqseB* is fully recapitulated and thus only due to this single point mutation E575V in *rpoD* (Fig. 3).

**Figure 3:**
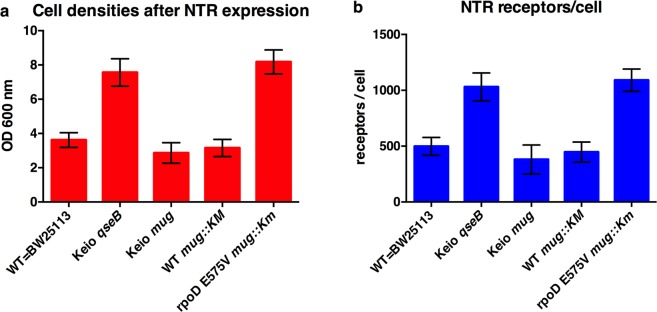
Expression of NTR1 in different strains. *E. coli* BW25113 (WT), Keio clones and the newly created strains were transformed with the plasmid pRG-NTR. (**a**) Growth was estimated with OD_600nm_ measurements after 20 hours of NTR1 expression at 20 °C. (**b**) Receptor expression levels were assessed by radioligand binding assays. Means and standard deviations from three independent experiments are shown.

### Influence of medium

In all previous experiments, growth of the different bacterial strains was performed in the complex rich medium 2 × YT. In order to test the influence of the culture medium, we also investigated the EnPresso B system from BioSilta^23^. In this system glucose is enzymatically liberated from a polysaccharide substrate in a slow reaction. By this slow glucose-feeding, production of growth-inhibiting acids by the bacteria is reduced. Furthermore, the medium provides minerals, vitamins, and trace elements. As a result of these optimized medium conditions, higher cell densities can be reached with the EnPresso B system. Interestingly, we found that using the previously described protocol for receptor expression but using this optimized medium, the rpoD* strain can still reach double the cell density of the control strain when expressing wild-type NTR1 at 20 °C for 20 hours (Fig. S6a). Under these conditions, the newly developed rpoD* strain also produces more functional receptors per cell than the control strain (Fig. S6b).

Furthermore, we decided to also test the growth properties of the *E. coli* strains in minimal medium, as this would be important for future isotope labeling experiments. The selected Keio clones grew also to higher cell densities during expression of wild-type NTR1 at 20 °C (Fig. S7).

### Genetic background of other Keio clones

The *rpoD*-E575V mutation was found in the Keio clone *ΔqseB*, which had been enriched after iterative rounds of expression and selection using FACS from the Keio library transformed with an expression vector encoding wild-type NTR1. We verified by PCR of the genomic DNA and subsequent Sanger sequencing that this single point mutation was already present in the original Keio clone *ΔqseB* from the collection. However, we did not find the *rpoD*-E575V mutation in the other enriched clones, nor in wild-type BW25113.

We were thus interested to elucidate which mutations the other enriched clones from the Keio collection (*ΔhybD*, *ΔybaA*, and *ΔuxuB*) might carry, as they confer a similar phenotype. For this reason we also characterized them by whole genome sequencing. We found that all the three clones also have alterations exclusively in the sigma 70 factor gene *rpoD*: Keio strain *ΔhybD* has a deletion of 16 amino acids from position 172 to 187 (172|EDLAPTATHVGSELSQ); *ΔuxuB* carries the mutation I141S and *ΔybaA* the mutation D213Y (Fig. 2).

#### Other GPCRs

With the intention to test whether the observed phenotypes in the selected Keio clones are also obtained when other wild-type and hard to express GPCRs are expressed, we used the original Keio clones (*ΔhybD*, *ΔqseB*, *ΔybaA* and *ΔuxuB*) and transformed the strains with plasmid derivatives of pRG expressing alpha-1b adrenergic receptor (ADRA1b), tachykinin receptor (TACR), or μ-opioid receptor (MOR). Consistent with the previous results, these Keio collection clones also grow to significantly higher density than the wild-type control strain *E. coli* BW25113 when expressing TACR. For ADRA1b and TACR, Keio clones *ΔqseB* and to a lesser extent *ΔuxuB* can grow better during receptor expression (Fig. 4).

**Figure 4:**
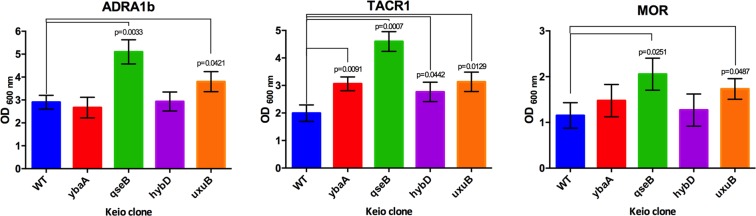
Cell growth after 20 h of GPCRs expression in different Keio clones. *E. coli* BW25113 (WT) and selected Keio clones were transformed with pRG plasmid derivatives encoding the wild-type version of ADRA1b, TACR1 and MOR GPCRs. Growth was estimated with OD_600nm_ measurement after 20 hours of GPCR expression at 20 °C. The x-axis label indicates the gene that is deleted in the respective Keio clone. Means and standard deviations from three independent experiments are shown. Statistical *p* values, as calculated by two-tailed paired *t* test, are indicated for strains with statistically significant increases in growth versus wild-type *E. coli* BW25113.

### Introducing the rpoD mutation into *E. coli* BL21

In order to prove that the point mutation in *rpoD* can also have an effect in a different genetic background, we generated a *rpoD*-E575V mutant of the BL21 Tuner strain which is frequently used for protein expression^24^. Indeed, the NTR1 expression experiments confirmed that the single point mutation E575V in *rpoD* also improved the growth and receptor yield in BL21 Tuner (Fig. S8), albeit to a somewhat smaller extent than in the BW25113 background. Comparable results were found when different GPCRs (ADRA1b, TACR and MOR) were analyzed (Fig. S9).

### Gene expression

The mutation E575V found in the sigma factor gene *rpoD* (Fig. 2) may have a role in the specific interaction between RNA polymerase and promoters during transcriptional activation. The receptor genes in the pRG vector are under control of the *lac* promoter, and thus regulated by sigma 70. Therefore, it is possible that this single point mutation modifies the mRNA levels in the bacteria, in particular the mRNA of the GPCR itself being expressed from the plasmid, but also that of other proteins.

#### qPCR

In order to test this hypothesis, we initially attempted to quantitate the relative mRNA amount of the NTR1 gene by using real-time qPCR. Different genes were tested as reference genes that had been suggested before as being constitutively expressed, for obtaining a relative quantification of NTR1: *ihfB*^25^; *cysG*, *hcaT*, and *idnT*^26^; and some genes suggested by the software Genevestigator from RefGenes^27^. Unfortunately, none of those fulfilled the requirements for a suitable reference gene under the tested conditions, as they were found themselves variable. Since the mutation in the sigma factor can have a broad and general impact on the expression of many genes, it may be unavoidable that it affects the potential reference genes as well.

#### Spike in

We thus used an exogenous RNA as a reference^28^, the Universal RNA Spike II (TATAA Biocenter). This allowed us also to test for inhibition of the enzymatic reactions inherent in amplification and estimate the RNA extraction yield. All samples taken from strains *E. coli* BW25113 wt (pRG-NTR) and *E. coli* BW25113 rpoD* (pRG-NTR) exhibited nearly identical Ct values (ΔCt < 0.2) for RNA Spike II.

Hence, using the RNA Spike II as a reference, we were able to determine that the expression of the NTR1 gene is down-regulated (log_2_ ratio = −2) in the rpoD* strain. Next, we also compared the expression of the NTR1 gene in the other Keio clones with mutations in *rpoD* gene (*ΔhybD*, *ΔybaA* and *ΔuxuB*). All the strains showed that NTR1 is down-regulated (log_2_ ratio near to −2) (Fig. S10).

#### RNA-seq

The mutation in *rpoD* may have, in addition to its direct effect on the GPCR gene, a more general effect on the expression of many genes. Therefore, we performed a whole transcriptome analysis (RNA-seq) of the *E. coli* strains under study, in order to find differentially expressed genes in a global and unbiased approach.

We prepared total RNA from the bacterial strains *E. coli* BW25113 wt and BW25113 rpoD*, both with and without the expression plasmid pRG-NTR, encoding the wt NTR1. 

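The RNA-seq data comprise 6 groups of 3 libraries. At 20 °C these were wt, rpoD*, wt carrying pRG-NTR (wt NTR) and rpoD* carrying pRG-NTR (rpoD* NTR). Libraries of wt NTR and rpoD* NTR grown at 37 °C, which the paper's text does not report on, make up the other two groups. BW25113 is a K-12 laboratory strain of E. coli, rpoD encodes the housekeeping sigma factor of its RNA polymerase, and NTR1 is expressed from pRG as a fusion to the maltose-binding protein MalE and to thioredoxin. The paper's expression conditions are 4 h with 250 µM IPTG. Total RNA was depleted of ribosomal RNA and sequenced as single-end reads in one Illumina lane. The authors mapped the reads to the genome of E. coli K-12 DH10 with Bowtie, counted the reads on each annotated gene with GenomicRanges, and deposited these counts without normalization. Each library lists 4365 features, except wt NTR replicate 1 at 20 °C with 4364, which lacks the NTR1 feature. Of the 4365 features, 1915 have a gene name in the part of Table S1 used here. The total counts per library were 10353814 to 26837373 (median 12880593) in wt, 9410481 to 19716416 (median 19190022) in rpoD*, 15436572 to 25257815 (median 20208925) in rpoD* NTR, 14446151 to 18282708 (median 17617919) in wt NTR at 37 °C and 13693729 to 15979163 (median 13773063) in rpoD* NTR at 37 °C. In wt NTR at 20 °C, replicates 2 and 3 had 17522249 and 14864160 counts, while replicate 1 had 3057 counts, with 45 features reaching 10 counts. Table S1 lists only replicates 2 and 3 of wt NTR, and the paper gives no reason for leaving out replicate 1. The values below therefore use replicates 2 and 3, and values with all 3 wt NTR libraries are given beside them. The smallest value these depths can show, 3 counts, is between 0.112 and 0.319 CPM (counts scaled to the library total) in the libraries of full depth, and 981 CPM in wt NTR replicate 1. Such floors cover counting error only, because amplified reads are not independent molecules. The counts were scaled with edgeR's TMM method, as in Supplementary Methods, and compared between the groups in pairs with edgeR's quasi-likelihood test. Ribosomal RNA genes took 24.4% of the counts of wt replicate 2 and between 0.406% and 9.39% of those of the other libraries, and the TMM factor of wt replicate 2 was 0.801, against 1.06 and 1.053 in wt replicates 1 and 3. Pairs of replicates of one group differed by far more than the sampling noise of their counts, with a chi-square per degree of freedom between 19.3 and 1561, so none of these pairs has the counts of one library deposited again. This compares the counts with counting noise only, and wt replicate 2, with its share of ribosomal RNA, is in the 2 pairs that differed most. The labels list 1 sample per group, which holds its 3 libraries. Each library was counted as a sample of its own, and the p-values treat the libraries as independent. Neither the labels nor the counts show whether the libraries of a group came from separate cultures. As a check of the labels, the NTR1 feature had 135959 and 102856 counts in wt NTR replicates 2 and 3, 120378, 141008 and 101951 counts in rpoD* NTR, and between 0 and 26 counts in the libraries without the plasmid.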

Samples for RNA extraction were taken after 4 hours at 20 °C for NTR1 expression (when present). RNA-seq and the bioinformatics analysis were carried out as detailed in Supplementary Methods.

After quality control and processing, an average of 17 million reads and 94% of genomic features with reads above the threshold could be analyzed. 

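Over the 11 libraries of Table S1, the mean total was 17425311 counts per library. On average, 93.8% of the 4365 features of a library had at least 10 counts, and 95.8% of the features had a mean of at least 10 counts over the libraries. The lowest share was 88.8%, in wt replicate 2, and the highest was 96.5%, in rpoD* NTR replicate 2. In wt NTR replicate 1, which Table S1 does not list, 1.03% of the features had at least 10 counts.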

To identify differentially expressed genes, we used a combined threshold of p-value (<0.01), fold-change >2 (log_2_ratio >1 or <−1) and at least 10 counts (for details, see Supplementary Methods)

A full set of gene expression data is shown in Table S1 and a summary of the number of up- and down-regulated genes found is shown in Table S2. 

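The genes were counted with the criteria of Table S2, an unadjusted p-value under 0.01 and an absolute log2 ratio above 1, among genes with at least 10 counts in most libraries of at least 1 of the 2 groups compared. The p-values came from edgeR's quasi-likelihood test after TMM scaling. Without NTR1, 170 genes were up-regulated and 331 were down-regulated in rpoD* vs. wt, of 4169 genes tested. Expression of NTR1 in wt up-regulated 595 and down-regulated 614 of 4195 genes. Between rpoD* NTR and wt NTR, 237 of 4203 genes were up-regulated and 356 down-regulated. Expression of NTR1 in rpoD* up-regulated 644 and down-regulated 621 of 4218 genes. With the Benjamini-Hochberg adjusted p-value of the same edgeR test under 0.01 in place of the unadjusted one, the numbers up- and down-regulated were 152 and 294 in rpoD* vs. wt, 564 and 581 in wt NTR vs. wt, 233 and 347 in rpoD* NTR vs. wt NTR, and 628 and 610 in rpoD* NTR vs. rpoD*. With all 3 wt NTR libraries, 657 genes were up-regulated and 555 down-regulated in wt NTR vs. wt, and 237 and 367 in rpoD* NTR vs. wt NTR. The order of the 2 directions in wt NTR vs. wt depends on the processing. Up-regulated genes were the larger number with all 3 wt NTR libraries, DESeq2 (623 and 617), RLE scaling (611 and 600), no count filter (617 and 595), at least 10 counts in every library (638 and 568), ribosomal RNA genes left out (628 and 597), library totals (662 and 568) and each wt library left out in turn.
The replicate numbers, taken from the depositors' numbering of the libraries, were also entered as a block. With this pairing, 166 genes were up-regulated and 316 down-regulated in rpoD* vs. wt, 599 and 599 in wt NTR vs. wt, 242 and 349 in rpoD* NTR vs. wt NTR, and 638 and 597 in rpoD* NTR vs. rpoD*. As a check of the pairing, the deviations of the libraries from their group means had a mean correlation of 0.0097 over 40 pairs of libraries with the same number and -0.0046 over 80 pairs with different numbers, computed across genes, which are not independent replicates. The alternative that moved the numbers most was edgeR's exact test with library totals in place of TMM, chosen after seeing the data, which gave 1005 up-regulated and 424 down-regulated genes in rpoD* NTR vs. rpoD*. Library totals with the quasi-likelihood test, also chosen after seeing the data, gave 328 up-regulated and 285 down-regulated genes in rpoD* NTR vs. wt NTR, the opposite order of the 2 directions.

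**Figure D1:**
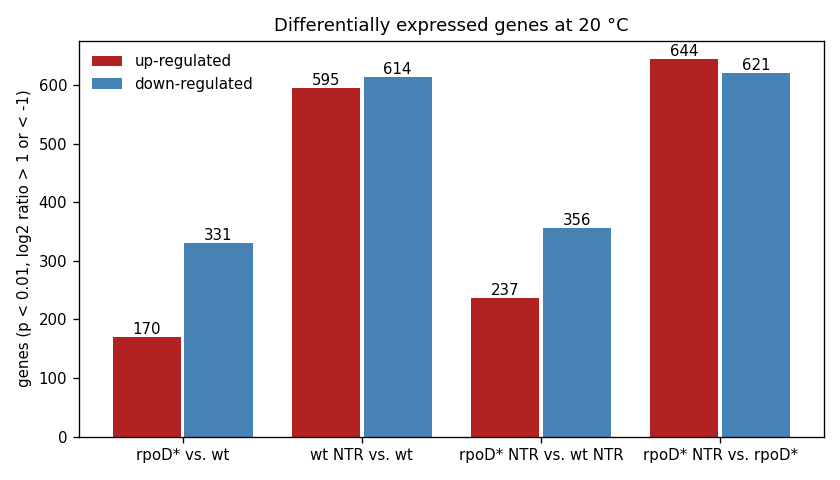
Number of up-regulated (red) and down-regulated (blue) genes in the 4 comparisons at 20 °C, with an unadjusted p-value under 0.01 and an absolute log2 ratio above 1. Down-regulated genes are the larger number in rpoD* vs. wt (331 of 501) and in rpoD* NTR vs. wt NTR (356 of 593), the latter reversed with library totals in place of TMM.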

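The NTR1 feature, which the paper's strains carry only on pRG-NTR, had 7346 and 6441 TMM-scaled CPM in wt NTR replicates 2 and 3 and 5122, 4856 and 5390 CPM in the rpoD* NTR replicates. The means were 6894 ± 639.6 CPM (SD, n = 2) and 5123 ± 267 CPM (SD, n = 3), and every rpoD* NTR library was below both wt NTR libraries. The log2 ratio of rpoD* NTR vs. wt NTR was -0.42, with a standard error of 0.0932 and an adjusted p = 0.0049 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Leaving out each library in turn gave log2 ratios between -0.50 and -0.33. With the replicate number, taken from the depositors' numbering, as a block, the log2 ratio was -0.41, with an adjusted p = 0.049 from the same edgeR test. The mean correlation of the libraries' deviations, across genes, was 0.0097 for pairs with the same number and -0.0046 for pairs with different numbers. Library totals in place of TMM, chosen after seeing the data, moved the log2 ratio most, to -0.28, with an unadjusted p = 0.015 from edgeR's quasi-likelihood test and p = 0.033 from edgeR's exact test. One edgeR fit of all 6 groups gave a log2 ratio of -0.44 with an unadjusted p = 0.39. The NTR1 feature of wt NTR replicate 1 was not analysed here, so all 3 wt NTR libraries give no value.

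**Figure D2:**
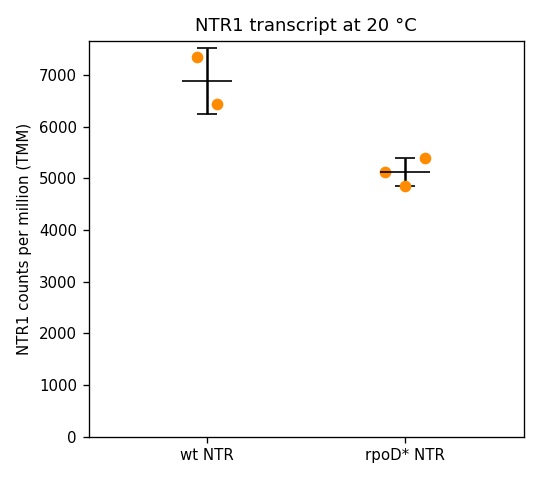
NTR1 transcript in TMM-scaled CPM per library (points) in wt NTR (replicates 2 and 3) and rpoD* NTR (3 replicates) at 20 °C, with the mean (horizontal mark) and the SD (error bar). The rpoD* NTR libraries lie between 4856 and 5390 CPM, below the wt NTR libraries at 6441 and 7346 CPM.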

A direct comparison of NTR1 expression in the wild-type strain versus the mutant strains shows that the level of receptor expression is lower in the mutant strain with a log_2_ ratio = −0.28, consistent with the qPCR data, albeit with a p-value of 0.068.

Table 1 shows a summary of the functional analysis of differentially expressed genes.

**Table 1:** Summary of gene enrichment analyses from RNA-seq data.

Strain	*E. coli* rpoD vs. *E. coli* wt	*E. coli* wt (NTR) vs. *E. coli* wt	*E. coli* rpoD (NTR) vs. *E. coli* wt (NTR)
UP	Glycerol degradation	Anaerobic respiration	Flagella - Sigma 28 regulon - FlhDC
	Plasma membrane proteins	Nitrate Reduction	CysB regulon
		Fermentation	Glycerol metabolism
		Glycolysis	Iron homeostasis (Sigma 19)
		Glycerol degradation	Sigma 70 regulon
		Electron Transfer	
		Transcription factor regulons: Crp, Cra, IHF, Nar, Fis, ArcA, Fnr	
		Sigma 38 regulon	
		Sigma 54 regulon	
		Sigma 32 regulon	
DOWN	Sigma 38 regulon	Flagella - Sigma 28 regulon - FlhDC	Anaerobic respiration
	Osmotic Stress	Plasma membrane proteins	Electron Transfer
	Starvation	Response to cold	Nitrate reduction
	Degradation of: amino acid, lipids, amines and carbohydrates	Protein secretion	Transcription factor regulons: Crp, Fnr, Cra, Fis, IHF, Nar, ArcA
		Arginine degradation	Sigma 38 regulon
		Lipopolysaccharide Metabolism Proteins	Sigma 32 regulon, protein folding chaperones

Compiled data of the enrichment analyses of the gene-expression from SmartTables and Omics Dashboard from BioCyc.org and the sigma factors dataset from RegulonDB analyzed with the Fisher exact statistics algorithm.

The *rpoD*-E575V mutation changes the expression levels of several genes in the *E. coli* BW25113 background, mainly by down-regulation (Fig. S11). 

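Of the 4169 genes tested in rpoD* vs. wt without NTR1, 1338 had an unadjusted p-value under 0.01 in edgeR's quasi-likelihood test, and 501 of these also had an absolute log2 ratio above 1, with 331 down-regulated and 170 up-regulated. Down-regulated genes outnumbered up-regulated ones under every alternative, from 306 to 347 against 154 to 179 when each library was left out in turn, and 316 against 166 with the depositors' replicate number as a block. Among the differentially expressed genes with a mean of at least 10 CPM and no overlap between the libraries of the 2 strains, the largest decreases were those of the maltose transport genes malK (EBESCG00000013011) and lamB (EBESCG00000009732) and of EBESCG00000010001, which the part of Table S1 used here does not name. Transcripts of malK fell from 184 ± 11.6 CPM (SD, n = 3) in wt to 0.961 ± 0.584 CPM (SD, n = 3) in rpoD*, a log2 ratio of -7.47 (standard error 0.252, adjusted p = 3.69e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The value of rpoD* is close to the smallest that the depth can show, and leaving out each library in turn gave log2 ratios from -8.19 to -7.15. For lamB the log2 ratio was -6.77 (standard error 0.253, adjusted p = 6.42e-08 from the same test), with 4.72 ± 2.49 CPM (SD, n = 3) in rpoD* and 554 ± 12.5 CPM (SD, n = 3) in wt. For EBESCG00000010001 the log2 ratio was -6.15 (standard error 0.303, adjusted p = 3.40e-07 from the same test). The largest increases were in the glycerol genes glpA (EBESCG00000011045) and glpD (EBESCG00000011232) and in the sulfate transport gene cysA (EBESCG00000009570). Transcripts of glpA had a log2 ratio of 7.11 (standard error 0.500, adjusted p = 3.89e-06 from the same test), from 1.41 ± 1.07 to 185 ± 82.2 CPM (SD, n = 3), and leaving out each library in turn gave 6.58 to 7.89. With log2 ratios of 6.19 (standard error 0.136) and 5.95 (standard error 0.170), glpD and cysA had adjusted p-values of 2.94e-09 and 1.53e-08 from the same test. With the replicate block, the log2 ratios were -7.52 for malK, -6.82 for lamB, 7.07 for glpA, 6.20 for glpD and 5.99 for cysA.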

Most genes under control of sigma factor 38, degradation pathways (amino acids, fatty acids and lipids, amines and carbohydrates), response to osmotic stress and starvation-related genes are down-regulated. 

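Table S1 assigns genes to sigma factors from RegulonDB, and the genes of each regulon were compared with all other genes of the part of Table S1 used here that passed the count filter, with one-sided Fisher's exact tests adjusted over 7 sigma factors, both directions and the 4 comparisons at 20 °C. Except for sigma 19, that part holds fewer genes of each regulon than the totals in Table S3. The shares given here and below are therefore those of a part of each regulon. Of 161 sigma 38 genes tested in rpoD* vs. wt, 41 (25.5%) were down-regulated, against 7.30% of the other genes (adjusted p = 1.91e-09, Fisher's exact test), and 9 were up-regulated. The median log2 ratio of the regulon was -0.42, and 106 of its 161 genes had a log2 ratio below 0, as did 104 with RLE scaling and 106 with library totals. The share down-regulated was 24.2% with the depositors' replicate number as a block, and between 24.5% and 27.7% when each library was left out in turn. Removing the limit on the log2 ratio moved it most, to 32.3%. In the functional sets, all 5 arginine degradation genes of the ast operon (adjusted p = 2.45e-05, Fisher's exact test against all genes passing the filter) and 6 of 9 fatty acid degradation genes with fad names (adjusted p = 1.17e-04, same test) were down-regulated. Without a limit on the log2 ratio, 77.8% of the fatty acid degradation genes were down-regulated, and the arginine degradation genes stayed at 100.0%. Of the maltose genes, which the paper does not name beside the carbohydrate degradation listed in Table 1, 9 of 14 were down-regulated (adjusted p = 1.56e-06, same test) and all 14 had a log2 ratio below 0. Of the osmotic stress set only 10 of 14 listed genes (71.4%) have a name in the part of Table S1 used here, so the check of that set is void, with 6 of the 10 genes down-regulated. The set of amine degradation genes had no named member and was not analysed here.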

On the other hand, pathways by which glycerol can be degraded to serve as a source of carbon and energy, as well as genes coding for plasma membrane components are up-regulated (Fig. S11).

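All 16 glycerol genes tested, comprising the glp genes, gldA and the dha genes where named, had a log2 ratio above 0 in rpoD* vs. wt under TMM, RLE and library-total scaling. Of these, 13 were up-regulated past the criteria (81.3%, adjusted p = 1.61e-14, one-sided Fisher's exact test against all genes passing the count filter), and between 68.8% and 81.3% when each library was left out in turn. Transcripts of glpD had a log2 ratio of 6.19, from 22.4 ± 2.75 CPM (SD, n = 3) in wt to 1638 ± 78.9 CPM (SD, n = 3) in rpoD*, and it stayed between 6.08 and 6.24 with each library left out in turn. All 11 named genes of the CysB set were also up-regulated (adjusted p = 1.61e-14, same test). Genes of plasma membrane components were not analysed here as a set.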

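In wt NTR vs. wt at 20 °C, 30 of 51 anaerobic respiration genes (58.8%) were up-regulated (adjusted p = 2.87e-12, one-sided Fisher's exact test against all genes passing the count filter, adjusted over 16 gene sets, both directions and 4 comparisons). Of these 51 genes, 46 had a log2 ratio above 0. Within this set, 20 of 30 nitrate and nitrite reduction genes were up-regulated (66.7%, adjusted p = 1.11e-09, same test), and 27 had a log2 ratio above 0. Of the fermentation genes, 7 of 15 were up-regulated (46.7%, adjusted p = 0.0105, same test). With all 3 wt NTR libraries, 60.8% of the anaerobic respiration genes, 70.0% of the nitrate and nitrite reduction genes and 46.7% of the fermentation genes were up-regulated, and with the depositors' replicate number as a block 60.8% and 70.0% of the first and second of these sets. A minimum of 10 counts in every library moved these shares most, to 70.0% for fermentation, and without a limit on the log2 ratio the fermentation genes, at 46.7%, were no longer past the adjusted threshold of 0.05. The largest increases among the differentially expressed genes with a mean of at least 10 CPM and no overlap between the libraries, plasmid-borne genes apart, were those of narG (EBESCG00000010676), narK (EBESCG00000011575) and nirB (EBESCG00000010946), which encode a subunit of nitrate reductase, a nitrate/nitrite transporter and a subunit of nitrite reductase. Transcripts of narG rose from 9.22 ± 1.23 CPM (SD, n = 3) to 7125 ± 56.8 CPM (SD, n = 2), a log2 ratio of 9.65 (standard error 0.166, adjusted p = 3.48e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), or 9.54 with the replicate block and 9.24 with all 3 wt NTR libraries. The log2 ratios of narK and nirB were 9.58 and 8.86 (9.54 and 8.49 with all 3 wt NTR libraries). The largest decrease was that of EBESCG00000012355, a feature without a name here, with a log2 ratio of -5.86 (standard error 0.123, adjusted p = 4.85e-07 from the same test), or -5.81 with all 3 wt NTR libraries.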

When analyzing the effect of expressing NTR1 wt in the wt *E. coli* strain vs. the strain alone, we observed that receptor overexpression leads to an up-regulation of genes related to generation of energy, mainly anaerobic respiration, suggesting that receptor overexpression interferes with oxidative phosphorylation (Fig. S11). 

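In wt NTR vs. wt at 20 °C, 23 of 93 sigma 32 genes (24.7%) were up-regulated and 5 (5.38%) were down-regulated. The share up-regulated was 14.2% among the other genes (adjusted p = 0.0224, one-sided Fisher's exact test). Of 78 sigma 54 genes, 22 (28.2%) were up-regulated and 6 down-regulated (adjusted p = 0.0089 for the up-regulated ones, same test). Among 160 sigma 38 genes, 36 (22.5%) were up-regulated and 23 down-regulated (adjusted p = 0.0171 for the up-regulated ones, same test). The sigma 28 genes changed the other way, with 27 of 80 (33.8%) down-regulated and 2 up-regulated (adjusted p = 3.25e-04 for the down-regulated ones, same test). Of these 80 genes, 58 had a log2 ratio below 0, as did 57 with RLE scaling and 56 with library totals. The shares up-regulated with all 3 wt NTR libraries were 21.5% for sigma 32, 30.8% for sigma 54 and 23.1% for sigma 38, and the share of sigma 28 genes down-regulated was 30.0%. With the depositors' replicate number as a block, the shares were 22.6%, 28.2%, 20.6% and 30.0% in the same order. With the block, the up-regulated shares of sigma 32 and sigma 38 were not past the adjusted threshold of 0.05. That of sigma 32 was not past it with all 3 wt NTR libraries, with at least 10 counts in every library (26.7%) or with library totals, chosen after seeing the data (24.7%). Without a limit on the log2 ratio, 34.6% of the sigma 54 genes and 31.9% of the sigma 38 genes were up-regulated, and neither share was past the threshold.

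**Figure D3:**
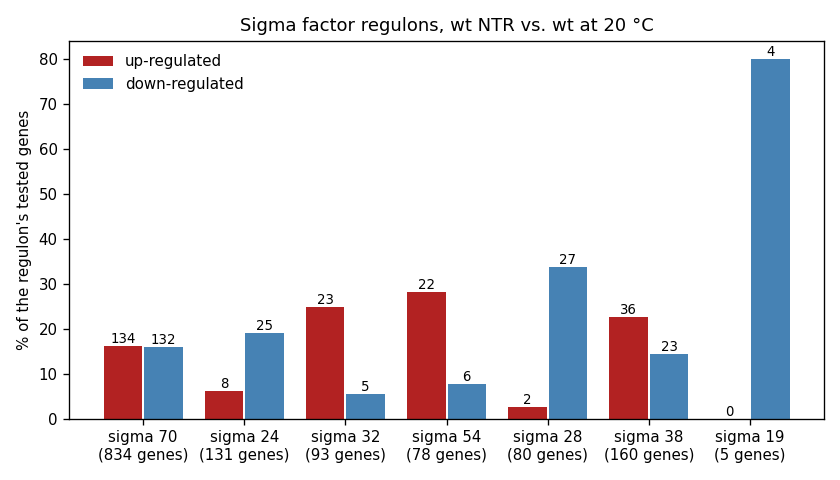
Percent of the tested genes of each sigma factor regulon that were up-regulated (red) or down-regulated (blue) in wt NTR vs. wt at 20 °C, with the number of genes above each bar and the number tested below. The tested genes are those in the part of Table S1 used here, which, except for sigma 19, is only a part of each regulon. The up-regulated bar is the higher one for sigma 32, sigma 54 and sigma 38, and slightly for sigma 70 (16.1% against 15.8%), and the down-regulated one for sigma 28, sigma 24 and sigma 19.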

More genes controlled by sigma factor 32 (heat shock stress response), sigma 54 (nitrogen metabolism) and sigma 38 (general stress) are up-regulated than down-regulated, while sigma factor 28 dependent genes (motility and flagella) are largely down-regulated (Table S3). 

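Of the 9 named genes of the flagellar type III export apparatus (flhA, flhB and fli genes), 6 (66.7%) were down-regulated in wt NTR vs. wt (adjusted p = 0.00278, one-sided Fisher's exact test against all genes passing the count filter), and all 9 had a log2 ratio below 0. This share was 77.8% with all 3 wt NTR libraries, with the depositors' replicate number as a block 55.6%, and with each wt library left out in turn between 44.4% and 88.9%, the lowest of which was no longer past the adjusted threshold of 0.05. Of all flg, flh and fli genes, 26 of 38 (68.4%) were down-regulated (adjusted p = 1.90e-12, same test), or 71.1% with all 3 wt NTR libraries and 65.8% with the block. Among 13 lipopolysaccharide genes with lpx or kds names, 5 (38.5%) were down-regulated (adjusted p = 0.0896, same test) and 9 had a log2 ratio below 0, which is not past the adjusted threshold. Without a limit on the log2 ratio, 61.5% of them were down-regulated, past the threshold, and with all 3 wt NTR libraries 30.8%. Transporter genes and plasma membrane components were not analysed here as sets.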

Also, transporter genes and those that are involved in protein type III secretion are significantly down-regulated, as well as plasma membrane components and lipopolysaccharide metabolism proteins (Fig. S11).

When genes are ordered by their log_2_ ratio according to the influence of expressing NTR1 in the *E. coli* wt, almost the mirror image is found when comparing *E. coli* wt and the *rpoD* mutant, both expressing NTR: the rpoD* mutation brings the physiology of *E. coli* back to where it was without expressing the GPCR NTR1 (Fig. S12). 

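The genes differentially expressed in wt NTR vs. wt were followed into rpoD* NTR vs. wt NTR. Of 1207 such genes tested in both comparisons, 788 (65.3%) had log2 ratios of opposite sign. Among the 595 up-regulated by NTR1 in wt, 402 (67.6%) were lower in rpoD* NTR than in wt NTR, and among the 612 down-regulated ones, 386 (63.1%) were higher. Pearson's r between the log2 ratios of the 2 comparisons was -0.44, computed across genes, which are not independent replicates. With all 3 wt NTR libraries, 771 of 1210 genes (63.7%) had opposite signs, and with each library left out in turn the share was between 64.5% and 65.9%. Both comparisons contain the wt NTR libraries, with opposite signs. To share no library, wt NTR replicate 2 was used in one comparison and replicate 3 in the other. Genes were then chosen by an absolute log2 ratio above 1 without a test. Opposite signs were found for 965 of 1618 genes (59.6%) and, the other way round, 968 of 1598 genes (60.6%), with an r of -0.37 in both. This alternative moved the share of both directions together most. Library totals, chosen after seeing the data, moved the share of each direction most. They gave 58.9% of the up-regulated genes and 70.9% of the down-regulated ones, the opposite order. To measure the return to the state without NTR1, the log2 ratios of rpoD* NTR vs. wt were regressed on those of wt NTR vs. wt through the origin, where a slope of 0 is a full return and a slope of 1 no return. Across the 1209 differentially expressed genes the slope was 0.81 with TMM, 0.81 with all 3 wt NTR libraries, 0.83 with library totals, and 0.69 and 0.73 with no wt library shared and genes chosen by the log2 ratio alone. The plasmid-borne genes NTR1, lacI and malE are among the 1209 and cannot return while the plasmid is present. NTR1 had log2 ratios of 16.76 in wt NTR vs. wt and 16.35 in rpoD* NTR vs. wt, which raises the slope. No slope was computed without these genes. Of the 1209 genes, 781 (64.6%) were nearer to wt in rpoD* NTR than in wt NTR. In rpoD* NTR vs. wt, 870 (72.0%) were still differentially expressed with the same sign. There, 325 were not differentially expressed, and 14 were differentially expressed with the opposite sign. The same wt libraries are in both comparisons, which favours the same sign, and these shares were not computed without shared libraries. In all, 1428 genes were differentially expressed in rpoD* NTR vs. wt and 1209 in wt NTR vs. wt. These numbers rest on 3 and 2 NTR libraries, so their difference does not measure the return. In rpoD* NTR vs. rpoD*, going from 3 to 2 NTR libraries lowered the number from 1265 to between 1193 and 1200. From the near mirror image of the 2 series of log2 ratios in Fig. S12, the paper concludes that the rpoD* mutation returns the physiology of the cells to its state without the receptor.

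**Figure D4:**
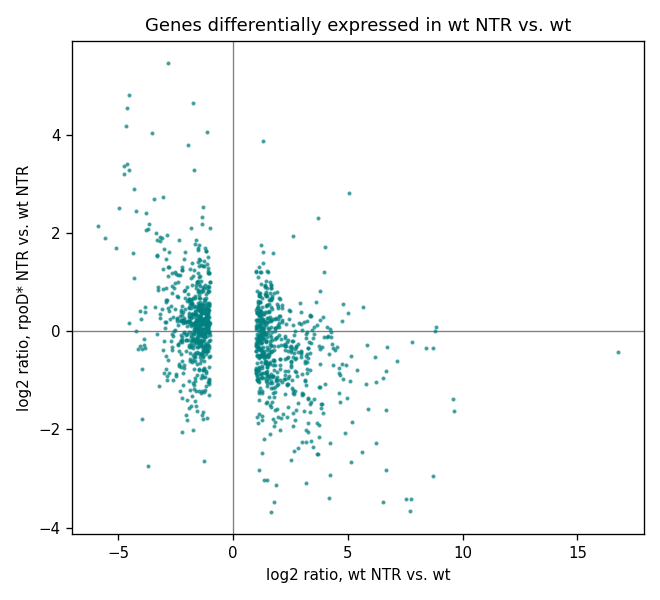
The log2 ratio of rpoD* NTR vs. wt NTR (vertical axis) against that of wt NTR vs. wt (horizontal axis) for the 1207 genes differentially expressed in the latter, one point per gene. Points at the upper left and at the lower right have opposite signs and make up 65.3% of the genes, and the single point far to the right, at 16.76, is NTR1.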

Most of the differentially expressed genes that are up-regulated when NTR1 is produced in the wt *E. coli* strain vs. the strain alone have lower expression values when the receptor is expressed in the mutant *rpoD* strain and *vice versa* (Table 1).

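Genes that passed the criteria in both comparisons were fewer than those with opposite signs. Of the genes up-regulated in wt NTR vs. wt, 128 were down-regulated in rpoD* NTR vs. wt NTR and 19 were up-regulated in both. Among those down-regulated by NTR1 in wt, 94 were up-regulated in rpoD* NTR vs. wt NTR and 39 were down-regulated in both. The flagellar genes, 26 of 38 of which fell with NTR1 in wt, were up-regulated in 23 of 38 cases in rpoD* NTR vs. wt NTR (60.5%, adjusted p = 6.21e-18, one-sided Fisher's exact test against all genes passing the count filter), and the export genes in 5 of 9 (adjusted p = 3.66e-04, same test). The nitrate and nitrite reduction genes were down-regulated in 14 of 30 cases (46.7%, adjusted p = 4.50e-07, same test) and the anaerobic respiration genes in 18 of 51 (35.3%, adjusted p = 7.27e-07, same test). Of the heat shock chaperones and proteases, 6 of 14 were down-regulated (42.9%, adjusted p = 0.00291, same test) and 13 had a log2 ratio below 0, while library totals, chosen after seeing the data, gave 21.4% down-regulated, not past the adjusted threshold of 0.05. Such opposite changes are not a return to wt. In rpoD* NTR vs. wt, 17 of 30 nitrate and nitrite reduction genes and 27 of 51 anaerobic respiration genes were still up-regulated. There, 17 of 38 flagellar genes were still down-regulated, while 0 of 14 heat shock genes were up-regulated. The wt libraries shared with wt NTR vs. wt favour the same sign. Of 16 glycerol genes, 9 were up-regulated in wt NTR vs. wt and 9 in rpoD* NTR vs. wt NTR, while 2 and 0 were down-regulated in the same order. The cold shock set did not change in opposite directions either. Of its 13 genes, 9 were down-regulated in wt NTR vs. wt (adjusted p = 9.05e-05, same test). In rpoD* NTR vs. wt NTR, 5 of the 13 were down-regulated (adjusted p = 0.0123, same test) and 0 up-regulated. All 5 arginine degradation genes were down-regulated in wt NTR vs. wt, and 0 were up-regulated in rpoD* NTR vs. wt NTR. Of the regulons, 88 of 837 sigma 70 genes (10.5%, adjusted p = 1.40e-04, one-sided Fisher's exact test against the other genes of the part of Table S1 used here), 13 of 80 sigma 28 genes (16.3%, adjusted p = 0.0218, same test) and all 5 sigma 19 genes (adjusted p = 6.31e-05, same test) were up-regulated, and 26 of 157 sigma 38 genes (16.6%, adjusted p = 1.55e-04, same test) and 13 of 80 sigma 54 genes (16.3%, adjusted p = 0.0123, same test) were down-regulated. The sigma 54 share was not past the adjusted threshold with the replicate block (12.5%), with at least 10 counts in every library (14.5%), without a limit on the log2 ratio (28.8%), with library totals (11.3%) or without rpoD* NTR replicate 1 (12.7%) or 2 (13.9%), and it was 16.3% with all 3 wt NTR libraries. The sigma 28 share was not past the adjusted threshold with at least 10 counts in every library (14.1%), without a limit on the log2 ratio (31.3%) or with library totals (17.5%). With all 3 wt NTR libraries and with the depositors' replicate number as a block, the shares were 63.2% in both for the flagellar genes, 10.4% and 11.0% for sigma 70 and 17.2% and 16.6% for sigma 38, while those of the nitrate, anaerobic, heat shock and sigma 28 genes were unchanged. The largest increases were those of cysP (EBESCG00000010930), carB and flgB, with log2 ratios of 5.47, 4.96 and 4.81 (5.41, 4.94 and 4.80 with all 3 wt NTR libraries, and 5.49, 5.05 and 4.84 with the replicate block). Transcripts of cysP rose from 7.84 ± 0.455 CPM (SD, n = 2) to 345 ± 29.6 CPM (SD, n = 3), with a standard error of the log2 ratio of 0.123 and an adjusted p = 4.04e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The largest decreases were those of EBESCG00000010001, hcp and osmB, with log2 ratios of -3.68, -3.66 and -3.48. The anaerobic gene hcp (EBESCG00000009933) fell from 235 ± 5.51 CPM (SD, n = 2) to 18.5 ± 0.856 CPM (SD, n = 3), with an adjusted p = 4.04e-08 from the same edgeR test.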

### Time course of NTR1 accumulation

In order to obtain a better understanding of NTR1 expression kinetics and whether the rpoD* mutation may influence it, cell samples of the wt and rpoD* mutant strains were taken as a function of time after induction of protein expression at 20 °C. At the same time, equivalent aliquots were used to estimate cell number (by measurement of optical density at 600 nm), functional receptors per cell (by RLBA), NTR1 gene expression (by qPCR) and total NTR1 protein amount by Western blot (Fig. 5).

**Figure 5:**
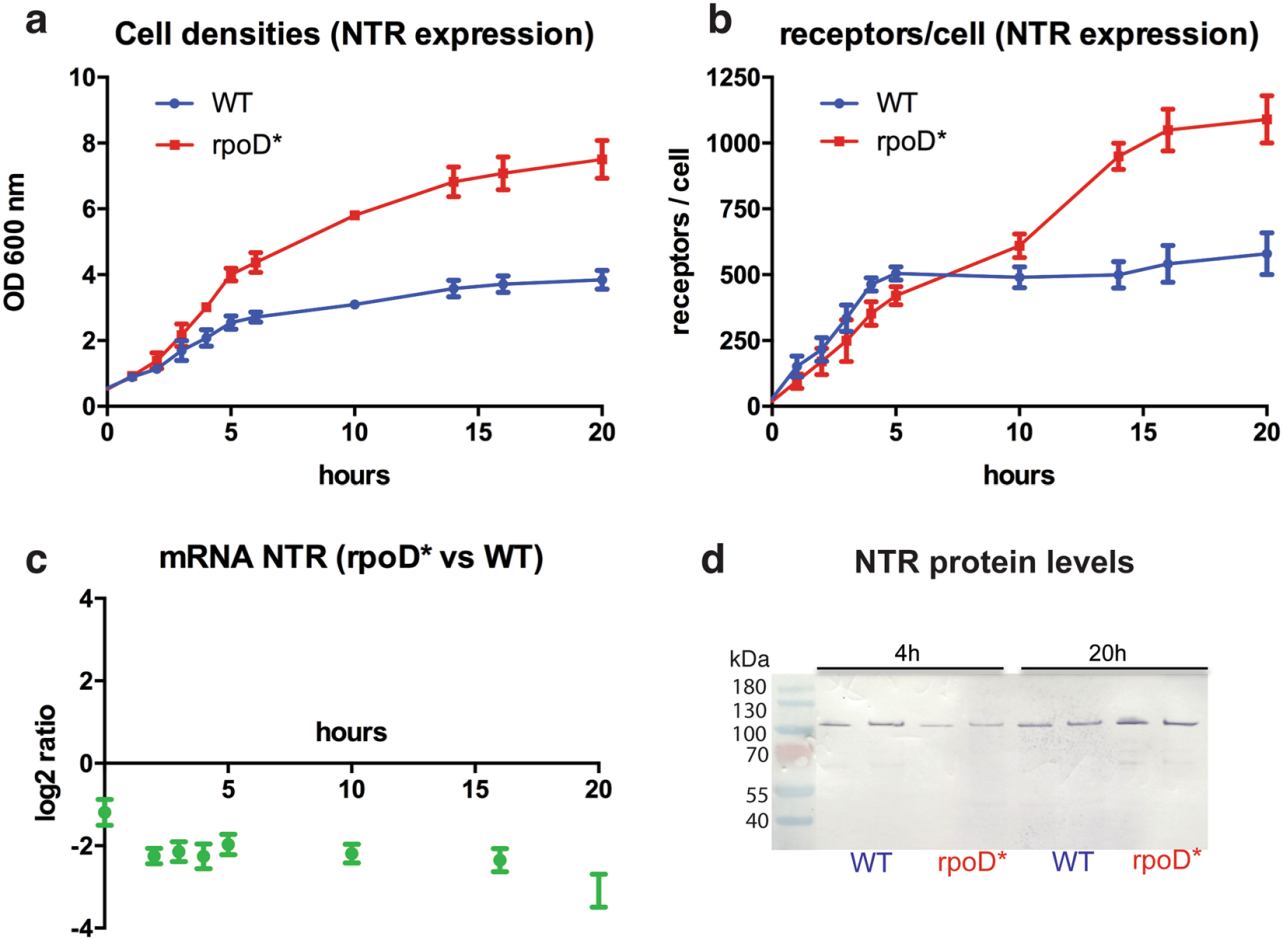
Kinetics of NTR1 expression. *E*. *coli* BW25113 (wt) and the *rpoD* E757V mutant strain were transformed with the plasmid pRG-NTR. NTR1 expression at 20 °C was performed for 20 hours. Samples were taken at different time points. (**a**) Growth was monitored with OD_600nm_ measurements. (**b**) Functional receptor levels were estimated by radioligand binding assays. (**c**) mRNA NTR1 levels were calculated by quantitative real-time PCR and expressed as log_2_ ratios between *rpoD* mutant vs. wt *E. coli* strain. (**d**) NTR1 protein levels were monitored with western blots using an anti-MBP antibody (in duplicates). The blot image has been cropped for conciseness. The band intensity data are not quantitative. The full-size blot is presented in Fig. S13.

The NTR1 gene expression rate is lower in the rpoD* strain over the whole time of receptor production. However, after approximately 4 hours of induction, the level of functional receptor in the wt strain seems to reach a plateau. In contrast, in the rpoD* mutant strain the level of functional NTR1 keeps increasing until 20 hours after protein induction. In parallel, cell growth in the wt strain has almost stopped after 5 hours, while the mutant strain continues to grow until the end of the experiment. Therefore, although the protein expression rate in the mutant *E. coli* strain is lower during the first hours, at later times it is still producing functional NTR1 protein, thereby reaching a higher level overall.

## Discussion

Overexpression of eukaryotic IMPs such as GPCRs in bacteria is usually toxic for the host. IMP toxicity is presumed to be due mainly to the overloading of the Sec translocon machinery^29^, which handles both the post-translational export of periplasmic proteins (via the SecB chaperone-targeting pathway) and the co-translational insertion (via the signal recognition particle (SRP)-targeting pathway) of most IMPs into the lipid bilayer membrane^30^. The translocation of proteins is hindered when the Sec translocon is saturated, possibly because of slow transport of heterologous membrane proteins and/or because of remaining interactions with the pore. Other toxic effects due to IMP expression include the accumulation of cytoplasmic protein aggregates and reduction of the levels of respiratory chain complexes in the bacterial membrane, which results in inefficient ATP production^31^.

Our aim was to investigate how *E. coli* cells could adapt to the stress of producing a toxic IMP and we wished to identify *E. coli* genes with an influence on GPCR expression. While our approach intended, in a first screen, to elucidate the effect of single gene deletions using the Keio collection (clean individual deletions of all nonessential genes of *E. coli*^18^), our study ultimately identified point mutations in the sigma factor 70, the *rpoD* gene, as responsible for a phenotype with significantly improved GPCR expression. The phenotypes of the enriched strains appeared indeed favorable for expressing wild-type GPCRs, essentially overcoming the stress imposed by the GPCR expression. From this point of view the selection has been very successful, but the mechanism was a different one than initially expected.

The point mutation E575V in the *rpoD* gene was found to be already existent in the original Keio clone *ΔqseB* from the collection. Other selected strains also turned out to have other mutations in the *rpoD* gene, with a less pronounced phenotype. The spontaneous mutation rate for *E. coli* has been estimated to be approximately 1 × 10^−3^ per genome per generation for cells cultured under standard laboratory conditions^32^. However, it should be noted that the spontaneous mutation rate is stress-dependent^33^. It is thus plausible that stress during the construction of the Keio strain collection could be the reason of the genetic instability of the *E. coli* BW25113 parent strain^34^, which has allowed the *rpoD* mutations to occur.

Bacteria control transcription initiation rates through regulation of sigma factor activity, a bacterial transcription initiation factor that enables specific binding of RNA polymerase to gene promoters. The sigma factor 70 (the *rpoD* gene product) is responsible for transcription of most genes expressed during the exponential cell growth^35^. Besides sigma 70, six other molecular species of alternative sigma factors in *E. coli* have been identified, present in the cell at different levels^35,36^. The accumulation of non-native or foreign structures in a membrane can induce stress responses and activate proteolytic systems of the overexpression host. Cells then produce stress-responsive proteins to alleviate the impact of the overexpressed protein and readjust their metabolism, predominantly via the heat-shock response of sigma 32 and sigma 24 pathways^37^, which compete with sigma 70 for the RNA polymerase core subunits. Mutations in sigma 70 may therefore not only affect the transcription initiation rates of corresponding promoters but also shift the balance between the other sigma factors.

The amino acid change Glu575 to Val in *rpoD*, leading to the most effective phenotype, lies in the first helix of the helix-turn-helix (HTH) motif in the carboxyl-terminal region of sigma 70 (Fig. 2). When we created the *rpoD*-E575V mutant in *E. coli* BL21(DE3) we found that the phenotype is also improved, albeit by a slightly lower amount. The reason for this smaller alteration may be that there is already a single amino acid difference in the *rpoD* wild-type gene between the BW25113 and BL21 strains in position 571, where BW25113 has E571, while BL21 and most of the *E. coli* strains carry H571.

Various mutations in the *rpoD* gene have been observed which affect transcription initiation that can be rationalized on the basis of the RNAP holoenzyme structure^38,39^. Jishage *et al*.^40^ reported that mutations such as *rpoD*-ΔDSA (536–538) and *rpoD*-Y571H have a reduced ability to bind to the RNA polymerase core and, for this reason, reduce their capability to compete for the core enzyme with the other sigma factors. These mutations have thus a similar consequence to that of Sigma 70 underproduction, or instead overproduction of the anti-sigma-70 factor Rsd^40^.

Several other examples of *rpoD* mutations have been described: some substitutions significantly decreased *ada*-dependent transcription, with rpoD E575V having the most severe effect, although the Glu-575 residue does not seem to be necessary for activator-independent transcription^41^; *rpoD-*E575A can reduce *uhpT* expression depending on the genetic background^42^; *rpoD*-R596, which increases expression of the *ara* regulon^43^; and *rpoD*-E575K which increases *lac* promoter activity^44^, while *pho* promoters are then less expressed^45^. Many of the *rpoD* mutations that were selected to alter the promoter recognition properties of RNA polymerase are in or near a conserved region of sigma 70 denoted as the helix-turn-helix motif (Fig. 2)^46^. Also, truncated *rpoD* mutants resulted in an increased ethanol tolerance in *E. coli*, due to a higher binding affinity of the truncated mutants to anti-sigma factors, relative to that of the full-length sigma 70 factor^47^. Additionally, in a study of laboratory evolution of pathway-engineered *E. coli* that under-produces the redox cofactor NADPH on glucose, the *rpoD*-D213Y discovered in our work was also found during their screening, although the authors did not provide details^48^. Collectively, these and our novel results underline that subtle changes in sigma 70, despite influencing a very general prokaryotic transcription factor, can change the relative individual expression levels of genes differentially.

We found that the GPCR gene is expressed at a lower rate in the rpoD* mutant *E. coli* strain when induced from the *lac* promoter, but that expression and cell growth both continue for a longer time, leading at the end to a 4-fold higher receptor yield per culture volume. This slower rate of biosynthesis seems to diminish the toxic effects of receptor expression. The simplest interpretation would be that all these mutations in the sigma 70 transcription factor reduce — directly or indirectly — the affinity of the RNA polymerase to the promoter, so that the transcriptional initiation frequency is lowered. This would lead to a slower but longer-lasting mRNA and GPCR production, less toxicity for the cell permitting longer cell growth, ultimately leading to higher GPCR expression levels.

This rpoD* effect is indeed seen for growth at 20 °C: GPCR expression at 37 °C causes a particularly high stress and is so toxic that even reducing the kinetics of expression is insufficient to make a significant difference in functional receptor expression. Interestingly, the bacteria with the rpoD* mutation can grow better and longer at 20 °C — independent of GPCR expression — even though the difference is not as pronounced as when overcoming stress through GPCR expression. This underlines the notion that the *rpoD* mutations must have additional beneficial effects for the cell at 20 °C by affecting other genes.

Whole transcriptome data of the *E. coli* strains were analyzed to study the effect of the stress-induced by GPCR overexpression and the effect of the selected *rpoD* mutations to dampen the effect on the cellular stress (Table S1). In either case, the observed up- or down-regulation of genes may be indirect, and not directly be under the control of the sigma factor under study.

Work from the de Gier group^31,49^ has shown the consequences of prokaryotic and eukaryotic membrane protein overexpression in *E. coli* at the protein level. Our transcriptome data described here for expression of NTR1 in the *E. coli* strain BW25113 have many correspondences with the proteomics data previously reported. We have likewise found up-regulated genes under the control of sigma 32 (heat shock response during log-phase growth), such as chaperones DnaK, IbpA, ClpB, GroELS, and the protease components HslVU; the activation of the Arc two-component system; the levels of enzymes involved in glycolysis (GapA, Pgk, Gpm, PykF) and in fermentation; as well as genes related to anaerobic respiration (Tables 1 and S1). In contrast, we find that sigma 24-dependent genes are both among the up- and down-regulated ones.

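Of the genes named, dnaK (EBESCG00000010344), ibpA (EBESCG00000012694) and clpB (EBESCG00000012903) were up-regulated in wt NTR vs. wt at 20 °C. Transcripts of clpB rose from 314 ± 16.2 CPM (SD, n = 3) to 1998 ± 75.1 CPM (SD, n = 2), a log2 ratio of 2.73 (standard error 0.0985, adjusted p = 2.31e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the log2 ratio stayed between 2.69 and 2.81 with each library left out in turn. Those of dnaK rose from 2209 ± 39.3 to 6039.7 ± 72.4 CPM, a log2 ratio of 1.51 (standard error 0.0686, adjusted p = 5.92e-06 from the same test), and those of ibpA from 44.6 ± 2.93 to 159 ± 28.7 CPM, a log2 ratio of 1.89 (standard error 0.131, adjusted p = 3.59e-05 from the same test). The other heat shock genes changed less, with log2 ratios of 0.46 for groL (adjusted p = 0.00149 from the same edgeR test), 0.18 for groS (adjusted p = 0.168), 0.40 for hslU (adjusted p = 0.00827) and 0.30 for hslV (adjusted p = 0.027). With the depositors' replicate number as a block, the log2 ratios were 2.75 for clpB, 1.50 for dnaK, 1.89 for ibpA, 0.48 for groL, 0.22 for groS, 0.44 for hslU and 0.31 for hslV. All 3 wt NTR libraries gave 2.47, 1.16, 1.96, 0.08, 0.01, 0.38 and 0.37 in the same order, and the unadjusted p-values of dnaK, groL and hslU were then no longer under 0.01. With the block, that of hslU was also no longer under 0.01 (unadjusted p = 0.0114 from edgeR's quasi-likelihood test). The profile of wt NTR replicate 1 was unlike those of replicates 2 and 3. The losses with all 3 libraries therefore do not show by themselves that these increases are unstable. Of 14 heat shock chaperone and protease genes, 6 passed the criteria (42.9%, adjusted p = 0.0299, one-sided Fisher's exact test against all genes passing the count filter) and 13 had a log2 ratio above 0. The share was 28.6% with all 3 wt NTR libraries, not past the adjusted threshold of 0.05.
The glycolysis genes gapA, pgk and gpmA had log2 ratios of 2.24 (standard error 0.0689), 2.28 (standard error 0.129) and 1.18 (standard error 0.184), with adjusted p-values of 1.53e-06, 1.43e-05 and 0.00161 from the same edgeR test. That of gpmA moved between 0.83 and 1.46 with each library left out in turn, those of gapA between 2.16 and 2.31 and those of pgk between 2.18 and 2.38. All 3 wt NTR libraries gave 1.88 for gapA, 2.00 for pgk and 1.06 for gpmA, with gapA and gpmA no longer under an unadjusted p-value of 0.01, and the replicate block 2.20, 2.20 and 1.12. Only 8 of 13 listed glycolysis genes (61.5%) have a name in the part of Table S1 used here, so the check of that set is void, with 5 of the 8 genes up-regulated, and pykF was not analysed here.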

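Of 131 sigma 24 genes tested in wt NTR vs. wt, 8 (6.11%) were up-regulated and 25 (19.1%) were down-regulated. The part of Table S1 used here holds 134 sigma 24 genes, far fewer than the total in Table S3. The balance of directions in the whole regulon may therefore differ. Among the other genes of the part of Table S1 used here, 15.4% were up-regulated and 15.3% down-regulated. Neither share was past the adjusted threshold of 0.05 (adjusted p = 1 for the up-regulated and 0.369 for the down-regulated genes, one-sided Fisher's exact tests). The tests look only for a share above that of the other genes, so they could not detect the lower share of up-regulated sigma 24 genes. The sigma 24 shares were 7.63% up-regulated and 16.8% down-regulated with all 3 wt NTR libraries. Without a limit on the log2 ratio the share down-regulated was 33.6%, past the threshold.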

Although below the defined statistical cutoff, we detected increased levels of SecA, and found that some secreted proteins, like UgpB, TreA and ArgT, show a significantly decreased expression upon GPCR overexpression (Table S1). In addition, in our study the type III protein secretion system complex is down-regulated. 

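The gene argT (EBESCG00000011193), which encodes a periplasmic amino acid-binding protein, had 125 ± 5.61 CPM (SD, n = 3) in wt and 63.4 ± 3.90 CPM (SD, n = 2) in wt NTR. Its log2 ratio was -0.93 (standard error 0.0923, adjusted p = 1.83e-04 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and each wt NTR library was below every wt library. Leaving out each library in turn gave log2 ratios between -0.99 and -0.87. With the depositors' replicate number as a block the log2 ratio was -0.95 (adjusted p = 7.45e-04 from the same test), and with all 3 wt NTR libraries -0.85. The absolute log2 ratio is below the limit of 1 in each of these fits. The genes of SecA, UgpB and TreA were not analysed here.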

All these observations suggest that the Sec translocon-mediated translocation of secretory proteins across the cytoplasmic membrane is also impaired upon NTR1 overexpression, potentially having an impact in the membrane protein composition, including the respiratory machinery. 

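The genes of the Arc two-component system rose in wt NTR vs. wt. The log2 ratio of arcA (EBESCG00000009360), the response regulator, was 0.99 (standard error 0.0635, adjusted p = 2.49e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), from 227 ± 14.2 CPM (SD, n = 3) to 433 ± 6.54 CPM (SD, n = 2). For the sensor kinase gene arcB (EBESCG00000011937) it was 0.86 (standard error 0.0928, adjusted p = 2.73e-04 from the same test), from 158 ± 1.27 to 275 ± 35.3 CPM. That of arcA stayed between 0.97 and 1.06 with each library left out in turn, on both sides of the limit of 1, and that of arcB moved between 0.72 and 0.98. They were 1.00 and 0.84 with the depositors' replicate number as a block, and with all 3 wt NTR libraries 1.08 and 0.93. Transcripts of arcA and arcB do not measure the activity of the Arc system, and its target genes were not analysed here as a set. The psp genes were not analysed here.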

We likewise observed that the Arc two-component system response (redox sensor) and the phage shock protein A (PspA) response is activated upon receptor expression, consistent with cell envelope stress (Table S1).

Taken together, the consequences of overexpression of NTR1 in the *E. coli* strain BW25113 are similar to those of the overexpression of prokaryotic and other eukaryotic membrane proteins in other *E. coli* strains such as BL21(DE3)pLysS, C41(DE3) and C43(DE3) strains^49^.

In line with our findings, Link *et al*.^50^ demonstrated that overexpression of either FtsH or the cannabinoid receptor CB1, another GPCR, leads to induction of the heat-shock (sigma 32) stress responses. On the other hand, genes corresponding to the regulons of sigma 54 (nitrogen limitation), sigma 38 (general stress/ stationary phase) and sigma 28 (flagella synthesis) did not exhibit any noticeable variation upon expression of either CB1 or FtsH^50^.

The effect of the *rpoD*-E575V mutation when *E. coli* is grown at 20 °C (without NTR1 expression) can be rationalized in terms of what is known about bacterial adaptation to cold temperatures. *E. coli* exposed to a temperature decrease responds via cold-shock proteins termed Csps (mainly nucleic acid chaperones), increasing membrane fluidity (LpxP acyltransferase) and expression of stress-related genes controlled by sigma factor 38 (RpoS)^51^. White-Ziegler *et al*.^52^ reported that almost half of the genes up-regulated at 23 °C compared with those at 37 °C were controlled by sigma factor^38^. Interestingly, our transcriptome analysis indicates that most of those genes related to cold shock response are down-regulated in the *rpoD* mutant strain compared to the wt *E. coli* strain upon growth at 20 °C (Tables 1 and S1). This can be interpreted as the *rpoD* mutation allowing better adaptation to growth at lowers temperatures, and that these additional cold shock responses are less essential.

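Of 13 named genes of the cold shock set (csp genes, lpxP, deaD, rbfA and pnp), 6 (46.2%) were down-regulated in rpoD* vs. wt at 20 °C (adjusted p = 0.00136, one-sided Fisher's exact test against all genes passing the count filter). The csp genes entered by the prefix of their names, and whether each of them is induced by cold was not tested. The share therefore does not measure the cold shock response itself. The median log2 ratio of the set was -0.83, and 9 of the 13 genes had a log2 ratio below 0 under TMM, RLE and library-total scaling alike. The largest decrease among the csp genes the rule for named genes covers was that of cspC (EBESCG00000011117), from 1645 ± 81.8 to 428 ± 14.5 CPM (SD, n = 3), a log2 ratio of -1.94 (standard error 0.0922, adjusted p = 2.61e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The gene cspB (EBESCG00000010685) fell from 166 ± 21.2 to 48.8 ± 3.21 CPM, a log2 ratio of -1.77 (standard error 0.115, adjusted p = 2.35e-06 from the same test). The log2 ratios of cspD and cspG were -1.23 and -1.22 (adjusted p = 1.51e-04 and 7.79e-04 from the same edgeR test). Leaving out each library in turn, the log2 ratio of cspC stayed between -1.97 and -1.91 and that of cspB between -1.86 and -1.68. The name cspE is shared by 2 features, whose reads the counting could have split, and their log2 ratios of -0.70 and -0.71 are uncertain. For cspA, the log2 ratio was 0.21 (adjusted p = 0.207 from the same edgeR test), and for cspI -0.83 (adjusted p = 0.098), neither of which passed the test. The gene lpxP had a log2 ratio of 0.55 (adjusted p = 0.00955 from the same edgeR test), in the direction opposite to that of the set's median. With the depositors' replicate number as a block the log2 ratios were -1.94 for cspC, -1.76 for cspB, -1.24 for cspD, -1.20 for cspG, 0.21 for cspA, -0.73 for cspI and 0.55 for lpxP.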

It thus appears that the selection of a mutation in *rpoD* may have two independent beneficial effects; first, a decrease in expression rate of the toxic GPCR itself and second, a “renormalization” of the genes from the stress phenotype to one of normally growing *E. coli* (Fig. S11). While part of this effect can be indirect, i.e., by decreasing the stress in a cell that produces the receptor more slowly, we would like to reiterate that the rpoD* strain also has improved growth properties at low temperature in the absence of GPCR expression.

It is probably for this dual role why the *rpoD* mutations appear to have an additional benefit over the straightforward lowering of expression rate by low inducer level, the use of different (weaker) promoters or the use of low copy number plasmids.

A general picture thus emerges in that the NTR1 expression rate from the plasmid pRG-NRT1 in the rpoD* mutant strain is always lower than in the wt. However, the level of functional receptor and the cell growth stopped after 4 hours of production in the wt strain. In contrast, the mutant strain continued to grow without problems and kept on synthetizing functional NTR1 for at least 20 hours after induction. Therefore, the final functional GPCR yields are increased in the rpoD* mutant strain, thanks to the reduction in the transcription rate. *In addition*, the cell altered protein expression patterns, as indicated in Table 1 and in more detail in Supplemental Table S1, to further alleviate the stress response. It is notable that all clones identified by selection for functional GPCR expression have mutations in *rpoD*, and among this strain collection, no other gene was found to improve GPCR expression.

Different genetic approaches to randomly mutate *E. coli* in order to obtain strains with improved membrane protein overexpression characteristics have also ultimately led to a lowering of expression rates^53–55^. *E. coli* BL21(DE3) harbors a phage λDE3 lysogen that carries the gene for T7 RNA polymerase under control of the *lacUV5* promoter. When membrane proteins were expressed in this system, they frequently showed signs of strong toxicity and most of the cells died. Selecting for survivors, the strains C41(DE3) and C43(DE3) were found^53^, which later on were identified to have accumulated “weakening” mutations in the *lacUV5* promoter, leading to reduced synthesis of the T7 polymerase upon induction with IPTG^54^. Afterward, whole genome sequencing identified mutations in *yehU* (encoding a putative peptide transporter), *rbsD::IS150* (the mutation is enabling efficient growth on ribose), and *dcuS_ps* (the mutation converts the pseudogene into an enzyme allowing efficient utilization of C4-dicarboxylates)*;* however these additional mutations appear to have been the prerequisite for the *lacUV5* promoter being able to mutate, rather than being directly linked to improved IMP overexpression^56^. In addition, mutant V192F of the lac repressor gene *lacI* binds more tightly to the lac-operator, and thus being a stronger repressor, improving overexpression to certain membrane proteins in C41(DE3)^57^. In a yet another approach, the strain Lemo(DE3) was constructed, where the gene encoding the T7 lysozyme, an inhibitor of T7-RNA polymerase, was placed under the control of the well titratable rhamnose promoter^58^. As additional example, another *E. coli* BL21(DE3) mutant was isolated, that contains point mutations in the gene encoding the T7 RNAP, lowering the affinity of the polymerase for the T7 promoter^59^. Both cases reduce T7 RNA polymerase mediated protein synthesis.

In the previous examples, the slower transcription rates of the target membrane protein comes from the decreased intracellular levels of the highly processive T7 RNA polymerase, which is thus reducing the amount of mRNA-template available for translation^49^. Therefore, those strain selections have addressed to some extent the same principle as in the present study, namely the reduction of synthesis rate (production per time unit) as one of the stress factors for IMP production. However, the *rpoD* mutations uncovered in the present work additionally alter the relative expression level of a number of genes that are related with stress as well as growth at low temperature, since the *rpoD* * strains were found to grow for longer times under these conditions. Coexpression of some known bacterial components^60,61^ has also been investigated, and a transposon insertion library showed that *deletion* of a chaperone resulted in increased expression (albeit in an inactive form) of one GPCR^62^. Nonetheless, it seems that the dual action of the rpoD* mutation in altering the level of host genes, in conjunction with a slower expression rate of the GPCR, leads to the beneficial effects on GPCR expression and growth duration found in the present work.

Another example of an *E. coli* strain with improved membrane protein overexpression characteristics was isolated by Massey-Gendel and colleagues^55^, showing a reduced copy number of the overexpression vectors. In yet a different approach, a single nucleotide transversion in one of the CRP interaction domains of the pBAD arabinose promoter was isolated that reduces the transcription rates by about 70% and can improve the yields of some membrane proteins^63^.

In all these examples the unifying feature is the lowered expression rate that improves membrane protein overexpression yields. In contrast, with the *rpoD* mutations found here, we achieved an additional fine tuning which was not entirely reached with the more traditional procedures of lowering expression only, being by promoter strength or plasmid copy number. Indeed, for the GPCRs studied here, it was found necessary, but not sufficient to decrease the translation rate by lowering the culture temperature or inducer concentration, or by choosing a weaker promoter. The global *rpoD* effect resulted in additional benefits due to the longer growth and thus expression duration of the bacterial cells.

## Conclusions

While we initially started off from a single-gene deletion strategy in searching for strains with improved functional GPCR expression properties, we found no single gene with these properties. Instead, our selection uncovered subtle mutations in *rpoD* as the recurring motif in all mutant strains with the desired phenotype. The altered sigma factor 70 has an effect on the receptor expression itself, in that the rate of biosynthesis at 20 °C is lowered, but it continues for much longer, and cell growth is also continuing in parallel, resulting in a 4-fold higher final functional GPCR yield in the mutants rpoD* strain. Importantly, the *rpoD* mutations also affect the strain itself, as it grows to higher densities at 20 °C, even in the absence of GPCR expression, and this effect is more pronounced when it overcomes the growth inhibition due to stress in the presence of a GPCR. We found that the mutated sigma 70 alters the relative expression level of many genes, and thus also has a general effect on alleviating stress from the overexpression of the GPCR at several levels, contributing to the desirable phenotype.

These findings can now be exploited in further strain engineering, as optimization of the expression of other membrane protein families or even other toxic soluble proteins may need a different optimized rpoD mutant. The development of expression strains with superior capability for heterologous functional membrane protein production may be particularly useful for isotope-labeled proteins as used in NMR for which *E. coli* is by far the most convenient expression system. Transcriptional factor fine-tuning may provide a different way of coordinate and well-adjust the biogenesis of membrane proteins.

## Materials and Methods

### Materials

Unless otherwise noted, chemicals were of the highest quality obtainable and purchased from Sigma or AppliChem. Enzymes for molecular biology were from New England Biolabs or Fermentas. All [^3^H]-labeled ligands were obtained from Perkin Elmer: [3,11-tyrosyl-3,5-^3^H(N)]-neurotensin (NT); [7-methoxy-^3^H]-prazosin; 9-sar,11-met(O2)[2-prolyl-3,4-^3^H]-Substance-P and [tyrosyl-3,5-^3^H(N)]-[D-Ala2,*N*-MePhe4,Gly-ol]-enkephalin (DAMGO) were purchased from Perkin-Elmer. All unlabeled ligands were purchased from AnaSpec. The fluorescent ligand HL647-NT(8–13) was obtained by custom synthesis from Anawa. (NT(8–13) was labeled at the N-terminus with the fluorescent dye HiLyte Fluor 647 from AnaSpec.

### Bacterial cultures

Bacterial cultures were grown in 2 × YT rich medium or, where indicated, in minimal medium: M9 salts, 1% (w/v) glucose, 0.5 mM thiamine hydrochloride, 10 mM MgSO_4_, 0.1 mM CaCl_2_ and a trace metal solution (Fe, Al, Mn, Co, Zn, Cu, and H_3_BO_3_).

### Keio collection

The Keio collection is a systematically constructed library of *E. coli* mutants with 3985 precisely defined single-gene deletions representing all non-essential genes^18^. Each deleted target gene was replaced by a kanamycin resistance cassette^19^. The background genotype of the collection is the *E. coli* strain BW25113 [*Δ(araD-araB)567 ΔlacZ4787(::rrnB-3)−λ*^*−*^ *rph-1 Δ(rhaD-rhaB)568 hsdR514*]. The collection was obtained from the Nara Institute of Science and Technology, Keio University, Japan, and Purdue Research Foundation.

### Protein expression

All GPCR variants were expressed as fusion proteins containing maltose binding protein (MBP) at the N-terminus and thioredoxin A (TrxA) at the C-terminus in a pBR322-derived vector denoted as pRG, as previously described^8,10^. Briefly, receptors were expressed in 2 × YT medium supplemented with 0.2% (w/v) glucose and 100 μg/ml ampicillin. The cells were grown at 37 °C until the culture reached OD_600_ = 0.5. At this cell density, protein expression was induced by addition of 250 μM IPTG and the cells were cultivated at 20 °C for 20 h.

### FACS-based selections

FACS-based selections were performed as previously described^10,11^. Briefly, cells were permeabilized after receptor expression by washing with TKCl buffer (50 mM Tris-HCl, 150 mM KCl, pH 7.4 at 4 °C). After permeabilization, binding of fluorescent ligand was performed in TKCl buffer supplemented with 80 nM HL647-NT (8–13) at 4 °C without exposure to light for 2 h. For measurement of the non-specific signal, competitive ligand binding was performed with the TKCl buffer containing, in addition to the fluorescent ligand, also 80 µM unlabeled NT(8–13). After ligand binding, cells were washed and resuspended in TKCL buffer and sorting was done on a BD FACS Aria I cell sorter (BD Biosciences). Sorted cells were collected in 2 × YT medium supplemented with 1% (w/v) glucose and 100 μg/ml ampicillin and grown overnight at 37 °C.

### Inverse PCR

Genomic DNA (gDNA) from each clone to be analyzed was extracted from approximately 5 × 10^9^ *E. coli* cells with the GenElute™ Bacterial Genomic DNA Kit (Sigma-Aldrich, Cat. No. NA2110). 3 μg of genomic DNA were digested with 100 units of the restriction enzyme MseI (New England Biolabs) at 37 °C for 5 h. Due to its four-nucleotide recognition site, MseI cuts the genomic DNA frequently. However, there is no MseI site present within the kanamycin cassette, which replaces the deleted genes in the clones of the Keio collection. The digested DNA was purified with the QIAquick PCR purification kit (Qiagen, Cat. No. 28104). In order to promote intramolecular ligation of the genomic DNA fragments to give circular DNA, the digested DNA was diluted. For this purpose, approximately 75 ng of each digested DNA was used for a 100-μl ligation reaction. Ligation was performed with T4 DNA ligase (Thermo Fisher Scientific) at 16 °C for 18 h. Subsequently, the ligated DNA fragments were purified with the QIAquick PCR purification kit. The DNA fragment containing the kanamycin resistance cassette and parts of the adjacent DNA regions was then amplified in a PCR reaction using Phusion High-Fidelity DNA polymerase (New England Biolabs) and outward primers annealing to the kanamycin resistance cassette (forward primer: 5′-TGCTTTACGGTATCGCCGCTCC-3′; reverse primer: 5′-ACATTCATCCGGGGTCAGCACC-3′). The PCR product was then purified with the QIAquick PCR purification kit and subsequently sent to sequencing, allowing the identification of the deleted gene by analysis of the DNA sequence adjacent to the kanamycin resistance cassette.

### Radioligand-binding assays

Whole-cell radioligand-binding assays (RLBAs) *in E. coli* were performed as previously described^12^. The [^3^ H]-labeled ligands (NT, Prazosin, Substance-P and DAMGO) were used at 20 nM and competed with 20 μM unlabeled ligand to determine the non-specific signal.

### Chromosomal gene deletions

The procedure to delete genes in the *E. coli* BW25513 chromosome was adapted from Datsenko and Wanner^19^ and Baba *et al*.^18^. To delete a gene in *E. coli* BL21, the Quick and Easy *E. coli* gene deletion kit using Red/ET recombination was used (Gene Bridges, Cat. No. K006).

### Western blots

In order to load the same number of cells of each strain, *E. coli* whole cell protein extracts were obtained from 1 × 10^8^ cells, as estimated by optical densities measured at 600 nm. These normalized numbers of cells were resuspended in 50 µl reducing NuPAGE LDS sample buffer (Life Technologies, Cat. No. NP0008). Samples were incubated at 25 °C for 15 min with mixing, centrifuged, and 10 µL of each sample were run at 100 V for 3 h on a NuPAGE 4–12% Bis-Tris protein gel (Life Technologies, Cat. No. NP0335) in NuPAGE MES SDS running buffer (Life Technologies, Cat. No. NP0002) supplemented with NuPAGE sample reducing agent (Life Technologies, Cat. No. NP0004) and NuPAGE antioxidant (Life Technologies, Cat. No. NP0005). Proteins were transferred to Immobilon PVDF-FL membranes (Merck Millipore, Cat. No. PFL00010) activated in methanol by using a Trans-Blot® SD Semi-Dry Transfer Cell (Bio-Rad) at 10 V for 1 h. Blocking of membranes was performed in 1 × casein blocking buffer (Sigma-Aldrich, Cat. No. C7594) in PBS at RT for 20 min. Antibody binding was performed in 1 × casein blocking buffer in PBST (PBS, 0.1% (v/v) Tween-20) at RT for 1 h, and PBST was used for all membrane washing steps. Primary mouse anti-MBP antibody was used at a dilution of 1:4,000 and the secondary antibody alkaline phosphatase anti mouse IgG at a dilution of 1:10,000. Detection was achieved with NBT-BCIP (ThermoFischer, Cat. No. 34042) in detection buffer (100 mM Tris-HCl, 100 mM NaCl, 5 mM MgCl_2_, pH 9.5 at 25 °C).

### Whole genome sequencing

Sequencing of whole genome was carried out both with PacBio RSII and Illumina MiSeq. The methods are described in detail in the Supplementary Methods.

### Site-directed mutagenesis in the *E. coli* genome

This was carried combining the method of Datsenko and Wanner for gene deletions^19^ with Splicing by Overlap Extension^64^, and is described in detail in the Supplementary Methods.

### RNA-sequencing

Sample preparation was done with the TruSeq RNA Sample Prep kit v2 with ribosomal-RNA-depleted total RNA samples. RNA sequencing was done with the TruSeq SR Cluster Kit v4-cBot-HS. Details on sample preparation and methods are explained in the Supplementary Methods.

### Bioinformatics

The software packages and methods used are described in detail in the Supplementary Methods.

### Quantitative real time PCR

Quantitative PCR was performed following the MIQE guidelines and using a Mx3005P qPCR System. Sample preparation details and evaluation are explained in the Supplementary Methods.

## Supplementary information

Supplementary Information

Supplementary Table 1

## Data Availability

All data generated and analyzed during this study are included in this published article (and its Supplementary Information files). The RNA sequencing reads and raw counts have been deposited in Gene Expression Omnibus of NCBI under accession number GSE109819.

## References

[1] Almén M, Nordström KJ, Fredriksson R, Schiöth HB (2009). Mapping the human membrane proteome: a majority of the human membrane proteins can be classified according to function and evolutionary origin. BMC Biol..

[2] Carpenter EP, Beis K, Cameron AD, Iwata S (2008). Overcoming the challenges of membrane protein crystallography. Curr. Opin. Struct. Biol..

[3] Cherezov V, Abola E, Stevens RC (2010). Recent progress in the structure determination of GPCRs, a membrane protein family with high potential as pharmaceutical targets. Methods Mol. Biol..

[4] Wagner S, Bader ML, Drew D, de Gier J-W (2006). Rationalizing membrane protein overexpression. Trends Biotechnol..

[5] Schlegel S (2010). Revolutionizing membrane protein overexpression in bacteria. Microb. Biotechnol..

[6] Wang D-N (2003). Practical aspects of overexpressing bacterial secondary membrane transporters for structural studies. Biochim. Biophys. Acta (BBA) - Biomembranes.

[7] Gardner KH, Kay LE (1998). The use of 2H, 13C, 15N multidimensional NMR to study the structure and dynamics of proteins. Annu. Rev. Biophys. Biomol. Struct..

[8] Tucker J, Grisshammer R (1996). Purification of a rat neurotensin receptor expressed in Escherichia coli. Biochem. J..

[9] Martinez Molina D (2008). Engineering membrane protein overproduction in Escherichia coli. Protein Sci..

[10] Sarkar CA (2008). Directed evolution of a G protein-coupled receptor for expression, stability, and binding selectivity. Proc. Natl. Acad. Sci. USA.

[11] Dodevski I, Plückthun A (2011). Evolution of three human GPCRs for higher expression and stability. J. Mol. Biol..

[12] Schlinkmann KM (2012). Maximizing detergent stability and functional expression of a GPCR by exhaustive recombination and evolution. J. Mol. Biol..

[13] Schlinkmann KM (2012). Critical features for biosynthesis, stability, and functionality of a G protein-coupled receptor uncovered by all-versus-all mutations. Proc. Natl. Acad. Sci. USA.

[14] Schütz M (2016). Directed evolution of G protein-coupled receptors in yeast for higher functional production in eukaryotic expression hosts. Sci. Rep..

[15] Freigassner M, Pichler H, Glieder A (2009). Tuning microbial hosts for membrane protein production. Microb. Cell Fact..

[16] Makrides SC (1996). Strategies for achieving high-level expression of genes in Escherichia coli. Microbiol. Rev..

[17] Grisshammer R (2006). Understanding recombinant expression of membrane proteins. Curr. Opin. Biotechnol..

[18] Baba T (2006). Construction of Escherichia coli K-12 in-frame, single-gene knockout mutants: the Keio collection. Mol. Syst. Biol..

[19] Datsenko KA, Wanner BL (2000). One-step inactivation of chromosomal genes in Escherichia coli K-12 using PCR products. Proc. Natl. Acad. Sci. USA.

[20] Grenier F, Matteau D, Baby V, Rodrigue S (2014). Complete genome sequence of Escherichia coli BW25113. Genome Announc..

[21] Gruber TM, Gross CA (2003). Multiple sigma subunits and the partitioning of bacterial transcription space. Annu. Rev. Microbiol..

[22] Lonetto MAEA, Gribskov M, Gross CA (1992). The sigma 70 family: sequence conservation and evolutionary relationships. J. Bacteriol..

[23] Ukkonen K, Vasala A, Ojamo H, Neubauer P (2011). High-yield production of biologically active recombinant protein in shake flask culture by combination of enzyme-based glucose delivery and increased oxygen transfer. Microb. Cell Fact..

[24] Egloff P (2014). Structure of signaling-competent neurotensin receptor 1 obtained by directed evolution in Escherichia coli. Proc. Natl. Acad. Sci. USA.

[25] Aguilar C (2012). Genetic changes during a laboratory adaptive evolution process that allowed fast growth in glucose to an Escherichia coli strain lacking the major glucose transport system. BMC Genomics.

[26] Zhou K (2011). Novel reference genes for quantifying transcriptional responses of Escherichia coli to protein overexpression by quantitative PCR. BMC Mol. Biol..

[27] Hruz T (2011). RefGenes: identification of reliable and condition specific reference genes for RT-qPCR data normalization. BMC Genomics.

[28] Devonshire AS, Elaswarapu R, Foy CA (2010). Evaluation of external RNA controls for the standardisation of gene expression biomarker measurements. BMC Genomics.

[29] Valent QA (1998). The Escherichia coli SRP and SecB targeting pathways converge at the translocon. EMBO J..

[30] Luirink J, Yu Z, Wagner S, de Gier J-W (2012). Biogenesis of inner membrane proteins in Escherichia coli. Biochim. Biophys. Acta (BBA) - Bioenergetics.

[31] Wagner S (2007). Consequences of membrane protein overexpression in Escherichia coli. Mol. Cell Proteomics.

[32] Lee H, Popodi E, Tang H, Foster PL (2012). Rate and molecular spectrum of spontaneous mutations in the bacterium Escherichia coli as determined by whole-genome sequencing. Proc. Natl. Acad. Sci. USA.

[33] Maharjan R, Ferenci T (2015). Mutational signatures indicative of environmental stress in bacteria. Mol. Biol. Evol..

[34] Zhou J, Rudd KE (2013). EcoGene 3.0. Nucleic Acids Res..

[35] Jishage M, Iwata A, Ueda S, Ishihama A (1996). Regulation of RNA polymerase sigma subunit synthesis in Escherichia coli: intracellular levels of four species of sigma subunit under various growth conditions. J. Bacteriol..

[36] Maeda H, Fujita N, Ishihama A (2000). Competition among seven Escherichia coli σ subunits: relative binding affinities to the core RNA polymerase. Nucleic Acids Res..

[37] Chou CP (2007). Engineering cell physiology to enhance recombinant protein production in Escherichia coli. Appl. Microbiol. Biotechnol..

[38] Murakami KS (2013). X-ray Crystal structure of Escherichia coli RNA polymerase 70 holoenzyme. J. Biol. Chem..

[39] Zuo Y, Steitz TA (2015). Crystal structures of the E. coli transcription initiation complexes with a complete bubble. Molecular Cell.

[40] Jishage M, Kvint K, Shingler V, Nyström T (2002). Regulation of sigma factor competition by the alarmone ppGpp. Genes & Development.

[41] Landini P, Bown JA, Volkert MR, Busby SJW (1998). Ada protein-RNA polymerase σ subunit interaction and α subunit-promoter DNA interaction are necessary at different steps in transcription initiation at the Escherichia coli ada and aidB Promoters. J. Biol. Chem..

[42] Olekhnovich IN, Kadner RJ (1999). RNA polymerase α and σ70 subunits participate in transcription of the Escherichia coli uhpT promoter. J. Bacteriol..

[43] Hu JC, Gross CA (1988). Mutations in rpoD that increase expression of genes in the mal regulon of Escherichia coli K-12. J. Mol. Biol..

[44] Siegele DA, Hu JC, Gross CA (1988). Mutations in rpoD, the gene encoding the sigma 70 subunit of Escherichia coli RNA polymerase, that increase expression of the lac operon in the absence of CAP-cAMP. J. Mol. Biol..

[45] Makino K, Amemura M, Kim SK, Nakata A, Shinagawa H (1993). Role of the sigma 70 subunit of RNA polymerase in transcriptional activation by activator protein PhoB in Escherichia coli. Genes & Development.

[46] Siegele DA, Hu JC, Walter WA, Gross CA (1989). Altered promoter recognition by mutant forms of the sigma 70 subunit of Escherichia coli RNA polymerase. J. Mol. Biol..

[47] Tan F-R (2015). Improving furfural tolerance of Zymomonas mobilis by rewiring a sigma factor RpoD protein. Appl. Microbiol. Biotechnol..

[48] Chou H-H, Marx CJ, Sauer U (2015). Transhydrogenase promotes the robustness and evolvability of E. coli deficient in NADPH production. PLoS Genet..

[49] Klepsch MM, Persson JO, de Gier J-WL (2011). Consequences of the overexpression of a eukaryotic membrane protein, the human KDEL receptor, in Escherichia coli. J. Mol. Biol..

[50] Xu LY, Link AJ (2009). Stress responses to heterologous membrane protein expression in Escherichia coli. Biotechnol. Lett..

[51] Barria C, Malecki M, Arraiano CM (2013). Bacterial adaptation to cold. Microbiology.

[52] White-Ziegler CA (2008). Low temperature (23 degrees C) increases expression of biofilm-, cold-shock- and RpoS-dependent genes in Escherichia coli K-12. Microbiology.

[53] Miroux B, Walker JE (1996). Over-production of proteins in Escherichia coli: mutant hosts that allow synthesis of some membrane proteins and globular proteins at high levels. J. Mol. Biol ..

[54] Wagner S (2008). Tuning Escherichia coli for membrane protein overexpression. Proc. Natl. Acad. Sci. USA.

[55] Massey-Gendel E (2009). Genetic selection system for improving recombinant membrane protein expression in E. coli. Protein Sci..

[56] Schlegel S, Genevaux P, de Gier J-W (2015). De-convoluting the genetic adaptations of E. coli C41(DE3) in real time reveals how alleviating protein production stress improves yields. Cell Rep..

[57] Kwon S-K, Kim SK, Lee D-H, Kim JF (2015). Comparative genomics and experimental evolution of Escherichia coli BL21(DE3) strains reveal the landscape of toxicity escape from membrane protein overproduction. Sci. Rep..

[58] Schlegel S (2012). Optimizing membrane protein overexpression in the Escherichia coli strain Lemo21(DE3). J. Mol. Biol..

[59] Baumgarten T (2017). Isolation and characterization of the E. coli membrane protein production strain Mutant56(DE3). Sci. Rep..

[60] Link AJ, Skretas G, Strauch E-M, Chari NS, Georgiou G (2008). Efficient production of membrane-integrated and detergent-soluble G protein-coupled receptors in Escherichia coli. Protein Sci..

[61] Skretas G, Georgiou G (2010). Simple genetic selection protocol for isolation of overexpressed genes that enhance accumulation of membrane-integrated human g protein-coupled receptors in Escherichia coli. Appl. Environ. Microbiol..

[62] Skretas G, Georgiou G (2009). Genetic analysis of G protein-coupled receptor expression in Escherichia coli: Inhibitory role of DnaJ on the membrane integration of the human central cannabinoid receptor. Biotechnol. Bioeng..

[63] Nannenga BL, Baneyx F (2011). Enhanced expression of membrane proteins in E. coli with a P(BAD) promoter mutant: synergies with chaperone pathway engineering strategies. Microb. Cell Fact..

[64] Horton RM (1993). Gene splicing by overlap extension. Meth. Enzymol..

[65] Paget M (2015). Bacterial sigma factors and anti-sigma factors: structure, function and distribution. Biomolecules.

# Supplementary material for: Mutations in sigma 70 transcription factor improves expression of functional eukaryotic membrane proteins in Escherichia coli
**Source:** Sci Rep. 2019 Feb 21;9:2483. doi: 10.1038/s41598-019-39492-9
**Supplement:** Supplementary file 1 — Supplementary Information

## **Title**

Mutations in sigma 70 transcription factor improves expression of functional eukaryotic membrane proteins in *Escherichia coli*

## **Authors**

Pablo Emiliano Tomatis<sup>1</sup>, Marco Schütz<sup>2</sup>, Elina Umudumov<sup>3</sup> and Andreas Plückthun\*

## Supplementary Methods

### Whole genome sequencing

The genomic DNA of the clone to be sequenced was extracted from approximately  $1 \times 10^9$  *E. coli* cells with the GenElute™ Bacterial Genomic DNA Kit (Sigma, Cat. No. NA2110) and quantified with the Quant-iT™ PicoGreen ds DNA kit (Invitrogen, Cat. No. P7589). Prior to sequencing, the quality of the isolated genomic DNA was checked with a Bioanalyzer 2100 instrument (Agilent Technologies).

The genomes were sequenced using either 4 single-molecule real-time sequencing (SMRT) cells on a PacBio RS II or an Illumina MiSeq instrument (NextXT library kit), both at the Functional Genomics Center Zurich. The concentration of the input DNA was determined by using the Qubit Fluorometer dsDNA Broad Range assay (Life Technologies, Cat. No. Q32850).

**PacBio RS II.** The DNA sequence of the whole genome of Keio clone  $\Delta qseB$  and the wild-type strain BW25113 were obtained using PacBio RS with SMRT cells to get long pair-end reads and thus to be able to also detect large rearrangements.

The SMRT bell was produced using the DNA Template Prep Kit 2.0 (Pacific Biosciences, Cat. No. 001-540-835) according to the 3-kb or 10-kb template preparation and sequencing protocol provided by Pacific Biosciences. 10 µg of genomic DNA were mechanically sheared to an average size distribution of 10 kb, using a Covaris gTUBE (Kbiosciences Cat. No 520079). A Bioanalyzer 2100 12K DNA Chip assay (Agilent Technologies, Cat. No. 5067-1508) was used to assess the fragment size distribution. 5 µg of sheared genomic DNA were incubated with polishing enzymes to repair damages at the ends of the DNA fragments. A blunt-end ligation reaction followed by exonuclease treatment was performed to create the SMRT bell template. The quality of the library was inspected with the Agilent Bioanalyzer 12Kb DNA Chip and the Qubit Fluorimeter. A ready-to-sequence SMRT bell-polymerase complex was created using the P4 DNA/Polymerase binding kit 2.0 according to the manufacturer's instructions (Pacific Biosciences, Cat. No. 100-236-500).

The Pacific Biosciences RS2 instrument was programmed to load and sequence the sample on 4 SMRT cells v3.0 per sample (Pacific Biosciences, Cat. No. 100-171-800), recording 1 movie of 120 minutes each per SMRT cell. A MagBead loading (Pacific Biosciences, Cat. No 100-133-600) method was chosen in order to improve the enrichment of the longer fragments. After the run, a sequencing report was generated for every cell via the SMRT portal, in order to assess the adapter dimer contamination, the sample loading efficiency, the obtained average read-length and the number of filtered sub-reads.

A total of 71682/71237 reads with a mean length of 3332/3621 bp were assembled with a 20/30 fold coverage into 1/4 contigs for the wild type BW25113 strain/ Keio clone  $\Delta qseB$ , respectively. The genomes were compared and the replacement of the *qseB* gene by the kanamycin resistance cassette in the Keio clone was confirmed.

**Illumina MiSeq.** As Nextera XT requires a maximum of 1 ng of total genomic DNA in 5 µl of starting volume, each sample was diluted to a concentration of 0.2 ng/µl genomic DNA as input dsDNA. The library preparation with individual library barcoding and normalization of the respective libraries was performed using the Nextera XT kit (Illumina, Cat. No. FC-131-1096) according to the manufacturer's protocol. Nextera XT

libraries were quantified using Qubit and the size profile was analyzed on the 2200 TapeStation (Agilent). The libraries were pooled together and diluted to 4 nM. The library pool was denatured and further diluted prior to loading on a MiSeq paired-end 500 cycle (v2) sequencing run. We thus obtained a pattern of sequencing 2x250bp and a minimum genome coverage of 25x on average.

### **Site-directed mutagenesis in the *E. coli* genome**

We developed a method for making site-directed mutagenesis in the *E. coli* genome. For this purpose, we use the methodology named Splicing by Overlap Extension <sup>1</sup> to create a DNA fusion between the kanamycin resistance cassette targeted to the non-essential *mug* gene (downstream of *rpoD*) and the last 350 bp of the *rpoD* gene. We use a DNA fragment containing the required mutation (*rpoD*-E575V) and also in parallel the wild-type *rpoD* sequence. Next, we followed the Datsenko method for gene deletions <sup>2</sup>, using the fused DNA fragment created as input, and we then used the kanamycin resistance for selection of the new *E. coli* strains that only differ by the desired point mutation.

To be able to use this method with the *E. coli* BL21 strain, we needed to integrate the *recA* gene from *E. coli* to the lambda Red recombinase system, as this gene is deleted in the BL21 strain. This was done by using the Red/ET recombination kit from Gene Bridges® <sup>3</sup>, instead of the Datsenko and Wanner plasmids.

### **RNA-sequencing**

Total RNA was extracted from approximately  $5 \times 10^8$  *E. coli* cells using the RNeasy Mini kit (Qiagen, Cat. No. 74104). Briefly, bacterial cell cultures were directly mixed with twice the volume of RNA-protect Bacteria Reagent (Qiagen, Cat. No. 76506) and the recommended protocol of lysozyme-mediated lysis and digestion with Proteinase K was followed. The RNase-Free DNase Set (Qiagen, Cat. No. 79254) was used for an on-column DNase digestion for 30 min prior to RNA elution.

The quality of the isolated RNA was determined with a Qubit® (1.0) Fluorometer (Life Technologies) and by running a RNA-nanochip on a Bioanalyzer 2100 (Agilent). Only those samples with a 260/280 nm ratio between 1.8 and 2.1 and a 28s/18s ratio within 1.5 – 2.0 were further processed. The TruSeq RNA Sample Prep kit v2 (Illumina, Cat. No. RS-122-2001) was used in the subsequent steps. Briefly, total RNA samples (1000 ng) were ribosomal-RNA-depleted using the Ribo-Zero™ Magnetic kit for bacteria (Epicentre, Cat. No. MRZMB126) and then reverse-transcribed into double-stranded cDNA. The cDNA samples were fragmented, end-repaired and polyadenylated before ligation of TruSeq adapters containing the barcode index for multiplexing. Fragments containing TruSeq adapters on both ends were selectively enriched by PCR. The quality and quantity of the enriched libraries were validated using the 2200 TapeStation system (Agilent) and quantitative PCR. The products were a smear with an average fragment size of approximately 260 bp. The libraries were normalized to 10 nM in 10 mM Tris-Cl, pH 8.5 at 25°C supplemented with 0.1% (v/v) Tween-20.

Samples were pooled to equimolar amounts and sequenced in a single lane. The TruSeq SR Cluster Kit v4-cBot-HS (Illumina, Cat. No. GD-401-3001) was used for cluster generation using 8 pM of pooled normalized libraries on the cBOT. Sequencing was performed on the Illumina HiSeq 2500 single end 126 bp using the TruSeq SBS Kit v4-HS (Illumina, Cat. No. FC-401-3001).

## Bioinformatics

After sequencing, reads were analyzed using SUSHI <sup>4</sup>, an NGS data analysis workflow management system developed at the Functional Genomics Center Zurich. First, reads were quality-checked with FastQC (Babraham Bioinformatics) and low-quality ends were clipped (5 bases from the start, 10 bases from the end). Trimmed reads were aligned and mapped to the reference genome and transcriptome of *E. coli* K-12 DH10 (FASTA and GTF files, respectively, downloaded from Ensembl) with Bowtie version 2.1 <sup>5</sup>.

For the whole genome sequencing experiments, polymorphisms were detected using GATK version 2.2.0, following the recommended DNA-seq best practices <sup>6</sup>, and introduced in the NCBI reference *E. coli* K12 MG1655 using the GATK tool *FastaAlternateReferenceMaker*. This new FASTA file was then used as the background to identify the variants between the individuals in the sample groups. In every case, polymorphisms were considered to pass the filter, if they showed at least 15-fold coverage and a minimum quality score of 50.

The Unified Genotyper was used with the following options: baq Gap open penalty (whole-genome analysis) set to 30; minimum consensus coverage to genotype indels set to 8 (default: 5); minimum depth set to 19; minimum base quality score and minimum variants phred score set to 15; minimum variant quality score set to 50.

Variants were annotated using snpEFF version 3.4 <sup>7</sup>, and distribution of the reads across genomic isoform expression was quantified using the R package GenomicRanges <sup>8</sup> from Bioconductor Version 3.0.

For the transcriptome analysis, mapped reads for each annotated gene were counted using CountOverlaps in the Bioconductor package GenomicRanges <sup>8</sup>. The differentially expressed genes were identified with the Bioconductor package edgeR <sup>9</sup> where the raw counts were normalized using the TMM (trimmed mean of M values) method <sup>10</sup>. 

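TMM scaling sets each library's effective size so that the middle genes of a pair of libraries have a log2 ratio near 0, after the genes with the largest ratios and the highest counts are trimmed away. It differs from scaling by library totals when a few genes or many changed genes take up a different share of the counts. The TMM factors were 1.06, 0.801 and 1.053 for wt replicates 1, 2 and 3, 0.935, 0.993 and 1.00 for rpoD*, 1.06 and 1.07 for wt NTR replicates 2 and 3, and 1.16, 1.15 and 1.23 for rpoD* NTR at 20 °C. At 37 °C they were 0.862, 0.863 and 0.683 for wt NTR and 1.07, 1.11 and 1.07 for rpoD* NTR. The groups therefore differed in the correction that TMM made.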

The sequencing reads and raw counts have been deposited in Gene Expression Omnibus of NCBI under accession number GSE109819.

Enrichment analyses of the gene-expression data were made using the web tools at BioCyc.org, in particular the EcoCyc Database <sup>11</sup>. SmartTables and Omics Dashboard <sup>12</sup> enrichment parameters were set to include results whose p-value were less than 0.05 applying a Fisher exact statistics algorithm. In addition, statistics analyses specially targeted for sigma factor enrichment were done with the free statistical computing environment R v. 3.4.3. <sup>13</sup> using the fisher.test command and the experimental sigma factor–gene interaction dataset from RegulonDB v. 9.0 <sup>14</sup>. In all cases, p-values were first false discovery rate (FDR)-adjusted, using the procedure of multiple hypothesis testing correction of Benjamini and Hochberg <sup>15</sup>.

## Quantitative real time PCR

The whole experiment was performed following the MIQE guidelines (minimum information for publication of quantitative real-time PCR experiments) <sup>16</sup>. Total RNA was extracted as described for RNA sequencing analysis. Isolated RNA was further treated with the TURBO DNA-free kit (Ambion, Cat. No. AM1907), to remove residual genomic DNA. The purity and integrity of RNA was evaluated by electrophoresis in an agarose gel and measuring the ratio of the absorbance at 260/280 nm on a Nanodrop spectrophotometer. The RNA concentration was estimated by using Quant-iT™ RiboGreen RNA Assay Kit (Invitrogen, Cat. No. R11490). Total RNA (1 µg) was reverse-transcribed to obtain cDNA with a SuperScript First-Strand Synthesis kit using random

hexamers (Invitrogen, Cat. No. 11904018). Primers were designed with Primer3 software <sup>17</sup> or obtained from PrimerBank <sup>18</sup>.

The quantitative PCR was performed in a Mx3005P qPCR System (Agilent) using 5 µl of 20-fold diluted cDNA product, the reagent SYBR Select Master Mix (Applied Biosystems, Cat. No. 4472908) and 10 pmol of specific primers for each gene in a 20 µl reaction volume. The temperature profile was 95°C for 2 min, followed by 40 cycles of 95°C for 15 s and 60°C for 1 min. A post-amplification melting-curve analysis was done to discard primer-dimer artifacts and to ensure reaction specificity by heating the products to 95°C for 5 s, followed by cooling to 60°C and heating to 95°C while monitoring fluorescence. PCR products of the correct lengths were verified by agarose gel electrophoresis. Samples without reverse transcriptase treatment were measured in parallel to determine the concentration of any contaminating DNA.

For each strain, three biological replicates were analyzed and three technical replicates were carried out for each qPCR measurement. The cycle threshold (CT) and efficiency values obtained were used for further analysis and calculation of relative expression levels using the  $2\Delta\Delta C_t$  method <sup>19</sup>. Each sample was normalized using TATAA Universal RNA Spike II (TATAA Biocenter AB) as a spike-in internal control, and then the results from samples X and Y were compared to those in Z, as a calibrator sample. Tests for enzymatic inhibition and RNA extraction yield were performed as suggested for the TATAA Universal RNA Spike II (TATAA Biocenter AB).

## Supplementary Figures and Tables

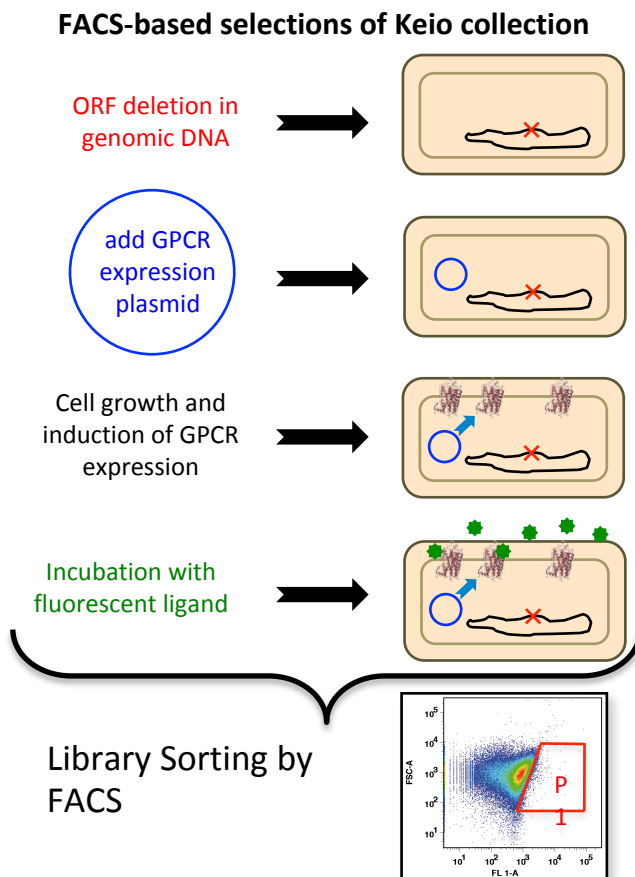

**Figure S1: Scheme of selection and sorting process of the Keio mutants according to their GPCR expression.**

The Keio clones were transformed with a GPCR-encoding plasmid (NTR1), the mutant strains were grown and GPCR expression was induced. The outer cell membrane was then permeabilized and functional receptors become labeled when the fluorescent ligands binds. *E. coli* cells were sorted by FACS to enrich for highly expressing mutants.

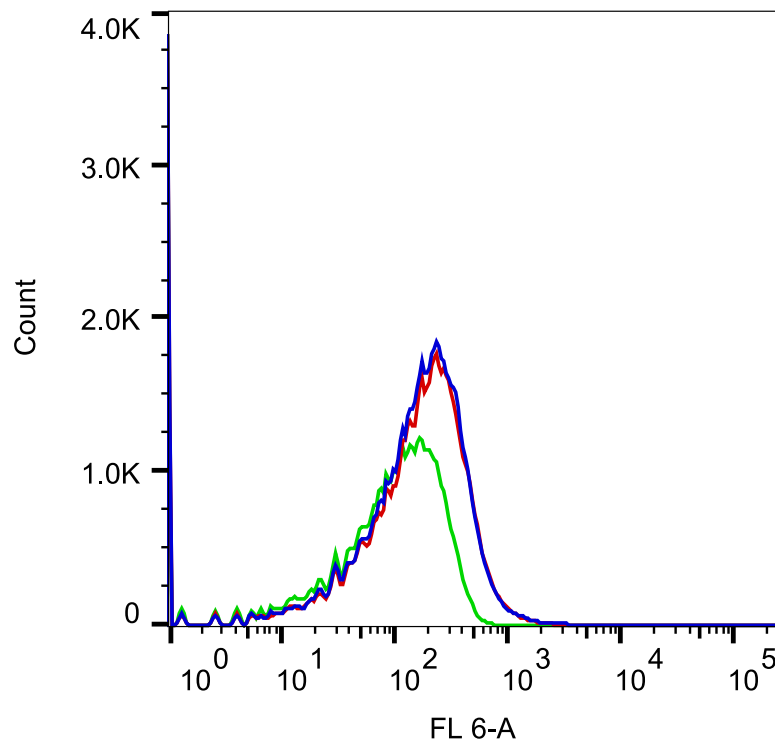

**Figure S2: Gaussian distribution of the fluorescence signal of the mixed population as detected during the FACS selection.**

Fluorescence signal after six iterative rounds of FACS selection. In green is shown the background, in red the *E. coli* BW25113 reference strain, in blue the library of the Keio collection with the NTR1 receptor expressed at 20°C.

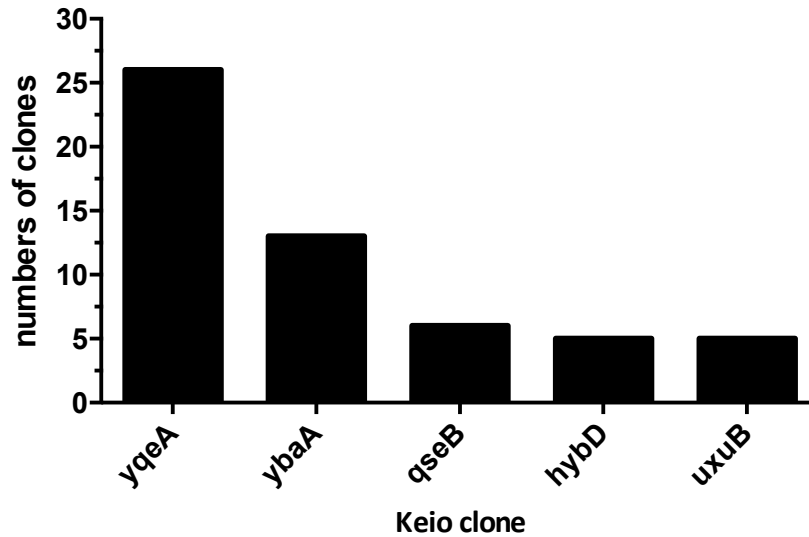

**Figure S3: Keio clones enriched and identified by inverse PCR analysis.**

100 clones were randomly picked from the pool of clones after six iterative rounds of FACS selection. Gene deletions were identified by iPCR. Only Keio clones detected more than once were taken in account and included in the figure. All genes named are gene deletions as in the Keio collection. Gene functions: *yqeA*, carbonate kinase homolog (function unknown); *ybaA*, function unknown; *qseB*, quorum sensing; *hybD*, maturation endoprotease for Ni-containing hydrogenase 2; and *uxuB*, D-mannonate oxidoreductase.

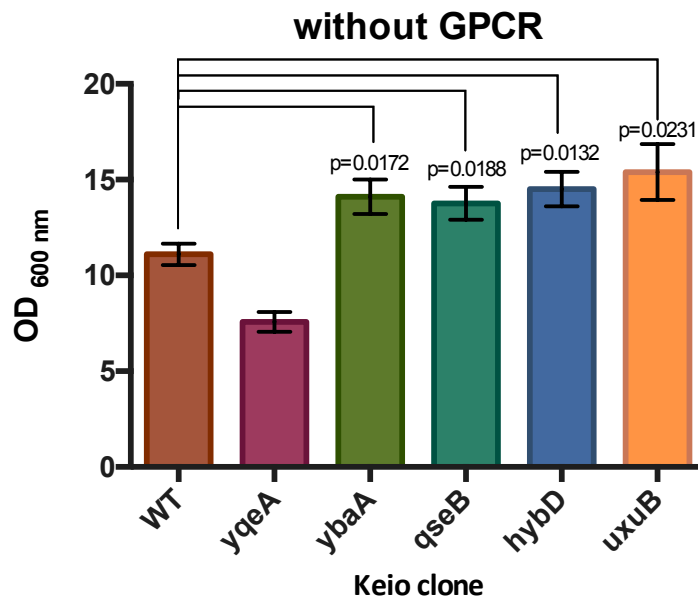

**Figure S4: Selected Keio clones grow better at 20°**

Characterization of the growth behavior of *E. coli* strain BW25113 (WT) and the most abundant clones of the selected Keio clones. Growth in rich medium (2xYT medium) was estimated with OD<sub>600nm</sub> measurement after 20 hours of GPCR expression at 20°C.

The x-axis label indicates the gene that is deleted on the respective Keio clone. Means and standard deviations from three independent experiments are shown.

*p* values are indicated for strains with statistically significant increases in growth versus wild-type *E. coli* BW25113 as calculated by two-tailed paired *t* test.

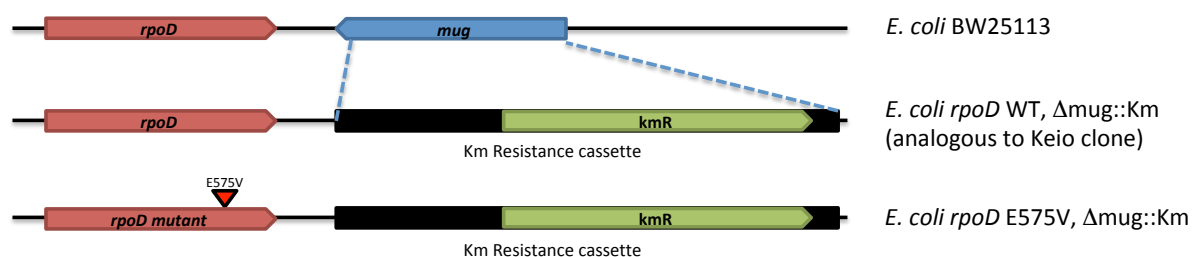

**Figure S5: Genetic organization of the surrounding of the *rpoD* gene in *E. coli* BW25113.**

The *rpoD* gene is shown in red. The kanamycin resistance cassette (black) with the *KmR* ORF (green) replaces the *mug* gene (blue) in new constructs. Details of the construction are summarized in the Supplementary Methods, section Site-directed mutagenesis in the *E. coli* genome.

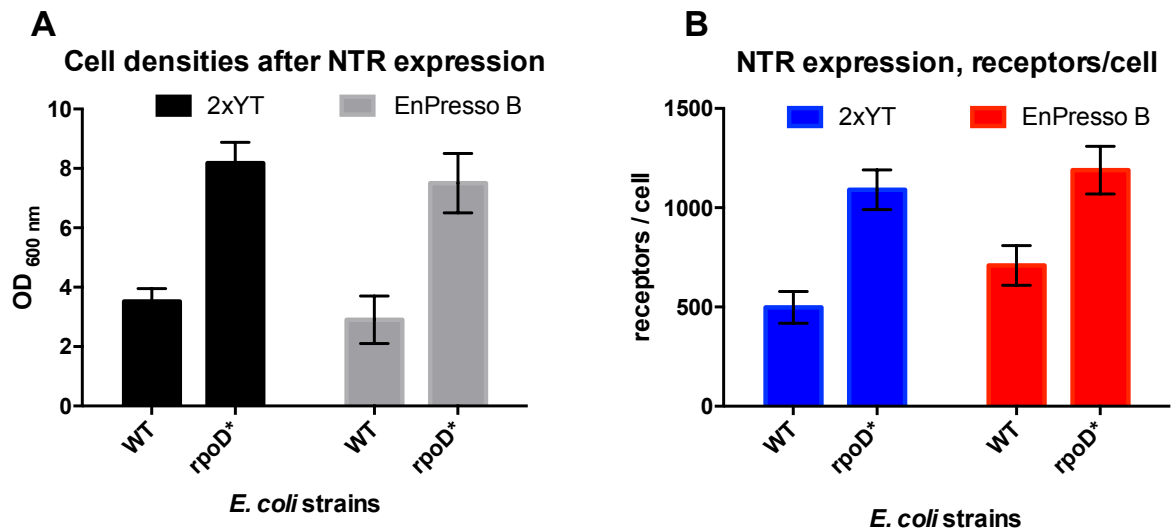

**Figure S6: NTR1 expression in EnPresso medium.**

*E. coli* wt BW25113 and the *rpoD* mutant strains were transformed with the plasmid pRG-NTR. Characterization was done in 2xYT rich medium and EnPressoB optimized medium for slow glucose feeding. Means and standard deviations from three independent experiments are shown. (A) Growth was estimated with OD<sub>600nm</sub> measurements after 20 hours of NTR1 expression at 20°C and (B) the receptor expression levels were assessed by radioligand binding assays.

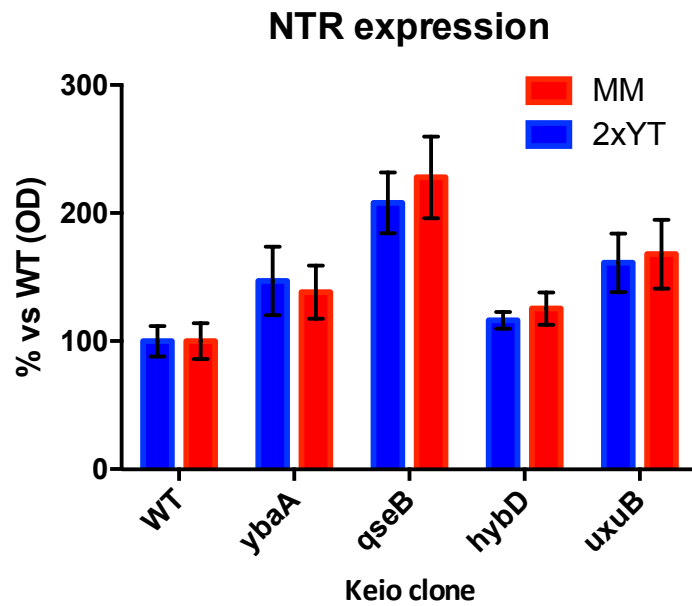

**Figure S7: Growth at 20°C during NTR1 expression in M9 minimal medium (MM) compared with rich medium (2xYT).**

*E. coli* strain BW25113 (wt) and 4 clones of the selected Keio clones harboring the plasmid pRG-NTR were grown in M9 minimal medium (MM). Growth was estimated with OD<sub>600nm</sub> measurements after 20 hours of GPCR expression at 20°C. Results are normalized to values for the *E. coli* wt strain. Results of growth in rich medium 2xYT as in Figure S3 were included for comparison. The x-axis label indicates the gene that is deleted on the respective Keio clone. Means and standard deviations from three independent experiments are shown.

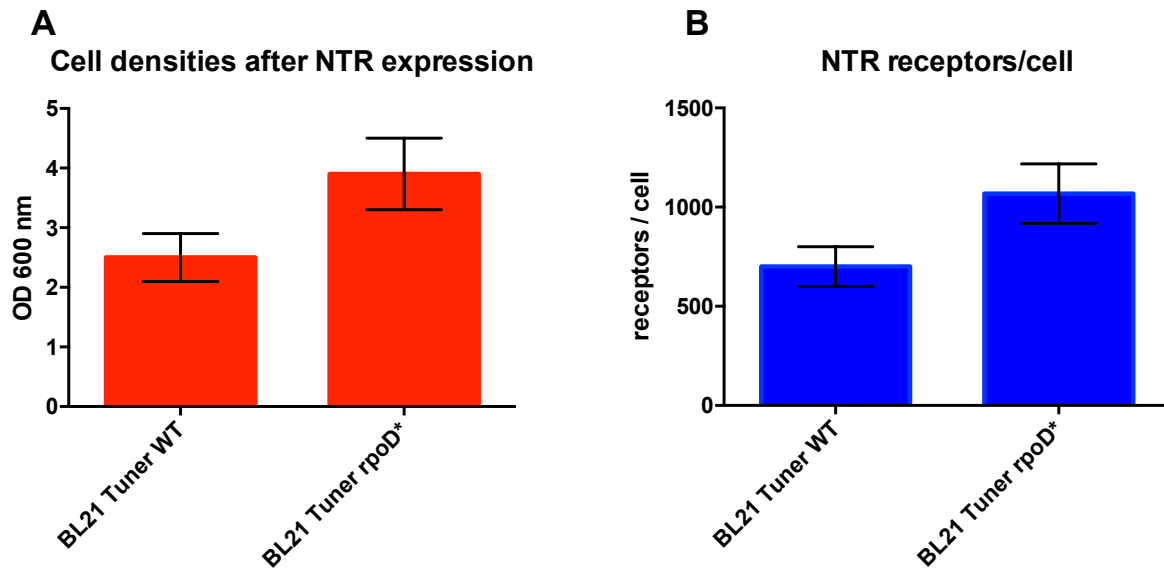

**Figure S8: Expression of NTR1 in *E. coli* BL21.**

*E. coli* BL21 Tuner and the *rpoD* mutant BL21 Tuner strains were transformed with the pRG-NTR plasmid. (A) Growth in 2xYT rich medium was estimated with OD<sub>600nm</sub> measurement after 20 hours of NTR1 expression at 20°C and (B) the receptor expression levels were assessed by radioligand binding assays. Means and standard deviations from three independent experiments are shown.

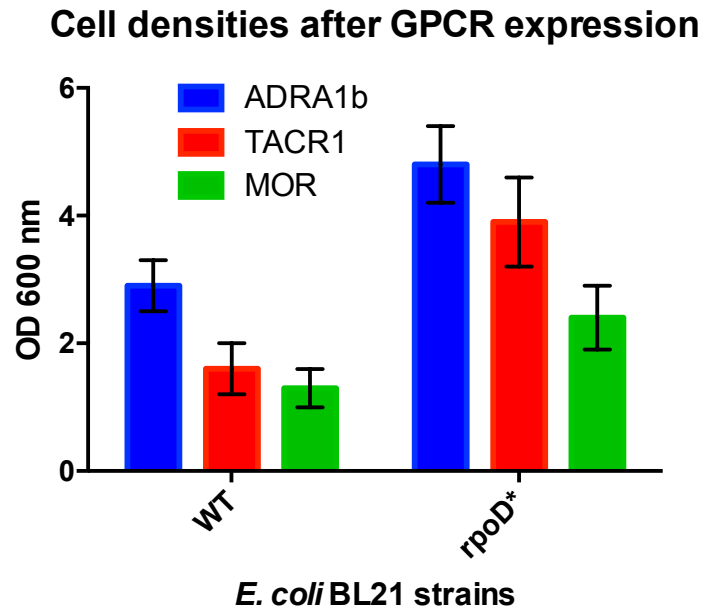

**Figure S9: Growth of *E. coli* BL21 strains expressing ACRA, TACR, MOR receptors.**

*E. coli* BL21 Tuner and the *rpoD* mutant BL21 Tuner strains were transformed with pRG plasmid derivatives encoding the wild-type version of ADRA1b, TACR1 and MOR GPCRs. Growth was estimated with OD<sub>600nm</sub> measurements after 20 hours of GPCR expression at 20°C. Means and standard deviations from three independent experiments are shown.

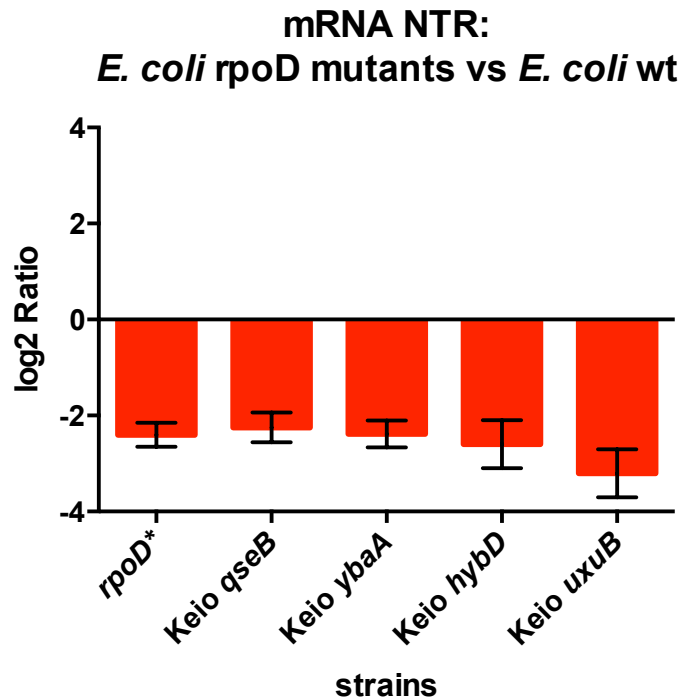

**Figure S10: Expression of the NTR1 gene in strains with mutations in the *rpoD* gene.**

The newly constructed *E. coli rpoD* mutant and the 4 selected Keio clones with *rpoD* mutations were transformed with the pRG-NTR plasmid. Expression of the NTR1 gene was tested by using quantitative real-time PCR and normalized with TATAA Universal RNA Spike II. Results are shown as log<sub>2</sub> ratio versus value of NTR1 expression in *E. coli* BW25113 wt. Means and standard deviations from three independent experiments are shown.

**Figure S11:** Summary of gene enrichment analysis using Pathway Tools Omics Dashboard <sup>12</sup> with the RNA-seq data. Numbers are an enrichment score:  $-\log_{10}(p\text{-value})$ , where p-values were computed using Grossmann's parent-child-union variation of the Fisher-exact test, and applying the specified multiple hypothesis correction. Analyses were done using subsets of up- or down-regulated genes in each comparison.

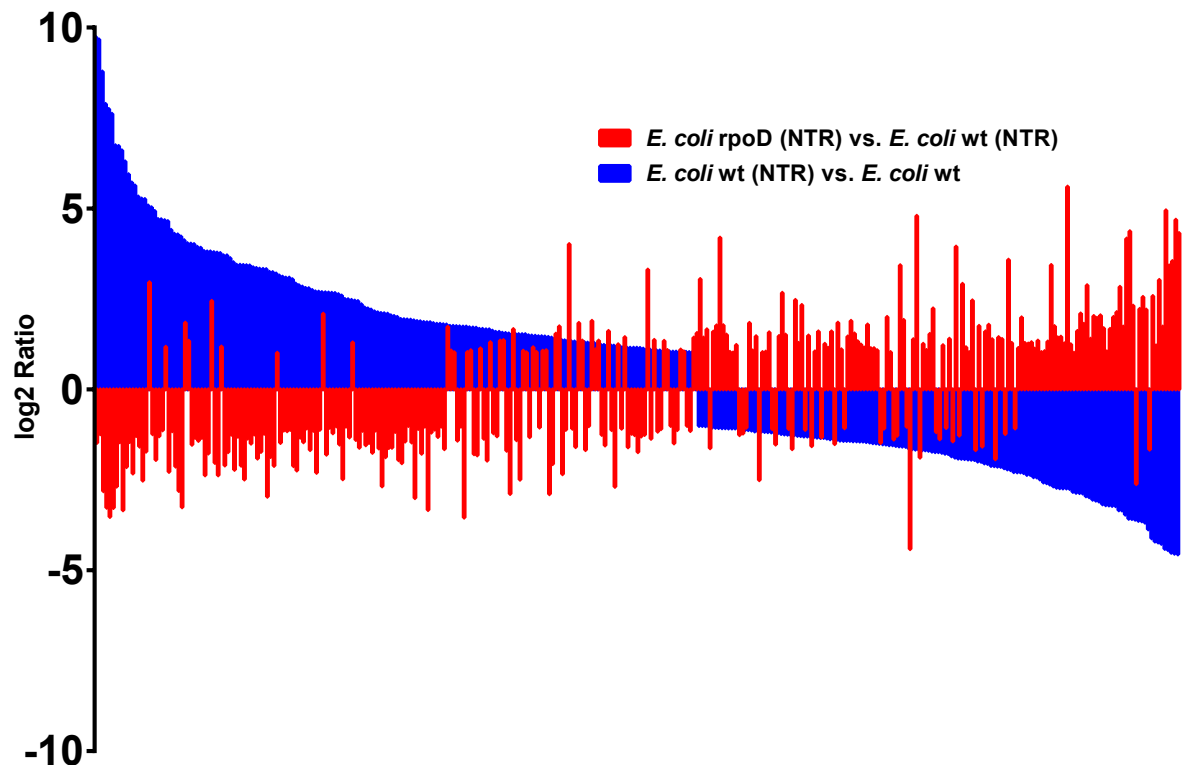

**Figure S12: Comparison of differentially expressed genes.**

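Fig. S12 orders the genes by the log2 ratio of wt NTR vs. wt and draws the log2 ratio of rpoD* NTR vs. wt NTR in the same order. The wt NTR libraries are the numerator of the first ratio and the denominator of the second, so a gene whose count in these libraries is too high by chance is drawn too high in the first series and too low in the second. Table S1 lists 2 wt NTR libraries for both series. With one of these used for each series, Pearson's r across the genes with an absolute log2 ratio above 1 in the first series was -0.37, against -0.44 across its differentially expressed genes with both libraries in both series, where genes are not independent replicates.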

RNA-seq data (see Table S1 for the full set of data) were used to analyze the pattern of global gene expression in the different *E. coli* strains. In comparing *E. coli* BW25113 harboring pRG-NTR versus *E. coli* BW25113 (without NTR),  $\log_2$  ratios of gene expression are shown in blue in a descending order from left to right. Only those genes with  $\log_2$  ratio bigger than 1 or smaller than -1 are plotted. In the same gene order,  $\log_2$  ratios of gene expression are shown in red when comparing *E. coli rpoD* mutant harboring pRG-NTR versus *E. coli* BW25113 harboring pRG-NTR.

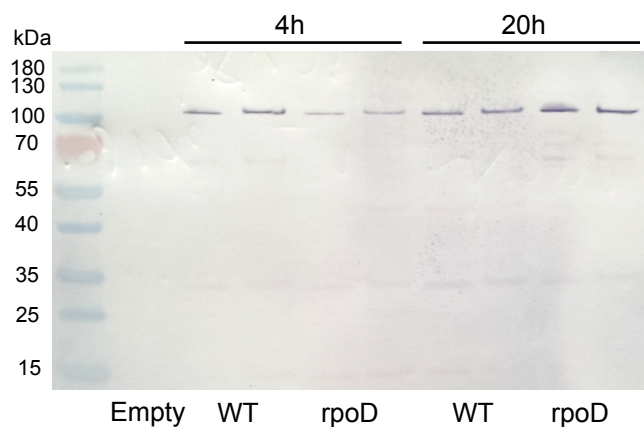

**Figure S13: Full-size blot image of Western blot presented in Figure 5.**

NTR1 protein levels were monitored with western blots using an anti-MBP antibody (in duplicates).

**Table S1:** Spreadsheet with RNA Seq data (separate file)

**Table S2: Summary of differentially expressed genes:**

| <i>Strains compared</i>             | p-value<0.01 | Up-regulated | Down-regulated |
|-------------------------------------|--------------|--------------|----------------|
| <i>rpoD*</i> vs. <i>wt</i>          | 1534         | 164          | 353            |
| <i>wt NTR</i> vs. <i>wt</i>         | 1654         | 665          | 548            |
| <i>rpoD* NTR *</i> vs. <i>rpoD*</i> | 2429         | 1020         | 416            |
| <i>rpoD* NTR</i> vs. <i>wt NTR</i>  | 2197         | 334          | 294            |

Differentially expressed genes are counted with p-value <0.01, log<sub>2</sub>ratio >1 (up-regulated) or <-1 (down-regulated) and at least 10 counts for each *E. coli* gene.

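Counted with these criteria in edgeR's quasi-likelihood test after TMM scaling, 1338 genes had an unadjusted p-value under 0.01 in rpoD* vs. wt, 1958 in wt NTR vs. wt, 2059 in rpoD* NTR vs. wt NTR and 2306 in rpoD* NTR vs. rpoD*. Of these, 501, 1209, 593 and 1265 genes also had an absolute log2 ratio above 1. The count minimum of 10 was applied to most libraries of at least 1 of the 2 groups compared, which left between 4169 and 4218 of the 4365 features in these 4 comparisons. With the Benjamini-Hochberg adjusted p-value of the same edgeR test under 0.01 in place of the unadjusted one, 446, 1145, 580 and 1238 genes passed.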

**Table S3: Statistical analysis of sigma factor regulons of up- and down-regulated genes**

|                                 | subtotal | s70  |                | s24 |                | s32 |                | s54 |                | s28 |                | s38 |                | s19 |                | total known |
|---------------------------------|----------|------|----------------|-----|----------------|-----|----------------|-----|----------------|-----|----------------|-----|----------------|-----|----------------|-------------|
| Total, normal distribution      |          | 1444 |                | 459 |                | 262 |                | 134 |                | 153 |                | 257 |                | 5   |                | 2597        |
|                                 |          |      | <i>p Value</i> |     | <i>p Value</i> |     | <i>p Value</i> |     | <i>p Value</i> |     | <i>p Value</i> |     | <i>p Value</i> |     | <i>p Value</i> |             |
| rpoD*_20 vs WT_20 total         |          | 584  |                | 125 |                | 89  |                | 36  |                | 40  |                | 135 |                | 5   |                | 1014        |
| rpoD*_20 vs WT_20 UP            | 164      | 71   | 2.46E-02       | 12  | 0.5198         | 11  | 0.2742         | 1   | 0.9875         | 2   | 0.9763         | 12  | 0.5696         | 2   | 3.70E-02       |             |
| rpoD*_20 vs WT_20 DOWN          | 353      | 138  | 0.2171         | 34  | 0.5332         | 17  | 0.8002         | 9   | 0.806          | 4   | 0.9868         | 70  | 2.20E-16       | 0   | 1              |             |
| WT_NTR_20 vs WT_20 total        |          | 578  |                | 170 |                | 107 |                | 54  |                | 62  |                | 129 |                | 5   |                | 1105        |
| WT_NTR_20 vs WT_20 UP           | 665      | 233  | 0.6641         | 61  | 0.7378         | 50  | 3.63E-02       | 35  | 7.39E-05       | 11  | 0.9998         | 58  | 3.51E-02       | 0   | 1              |             |
| WT_NTR_20 vs WT_20 DOWN         | 548      | 199  | 0.1885         | 56  | 0.4272         | 23  | 0.9935         | 11  | 0.9878         | 35  | 1.88E-03       | 43  | 0.2719         | 4   | 2.60E-02       |             |
| rpoD*_NTR_20 vs WT_NTR_20 total |          | 797  |                | 212 |                | 141 |                | 55  |                | 66  |                | 131 |                | 5   |                | 1407        |
| rpoD*_NTR_20 vs WT_NTR_20 UP    | 334      | 156  | 2.95E-07       | 24  | 0.9873         | 18  | 7.45E-01       | 6   | 0.9481         | 19  | 4.21E-02       | 12  | 0.98           | 5   | 3.65E-04       |             |
| rpoD*_NTR_20 vs WT_NTR_20 DOWN  | 294      | 80   | 0.9916         | 37  | 0.1013         | 19  | 0.3093         | 14  | 0.105          | 1   | 1              | 34  | 5.78E-04       | 0   | 1              |             |
| rpoD*_NTR_20 vs rpoD*_20 Total  |          | 883  |                | 218 |                | 143 |                | 74  |                | 72  |                | 149 |                | 3   |                | 1542        |
| rpoD*_NTR_20 vs rpoD*_20 UP     | 1001     | 364  | 0.1566         | 92  | 0.6221         | 59  | 0.5098         | 54  | 6.39E-05       | 24  | 0.9852         | 81  | 1.72E-02       | 0   | 1              |             |
| rpoD*_NTR_20 vs rpoD*_20 DOWN   | 416      | 145  | 0.4173         | 41  | 0.4671         | 20  | 0.8716         | 1   | 1              | 16  | 0.1858         | 10  | 0.9999         | 1   | 0.4623         |             |

Differentially expressed genes: p-value<0.01, log<sub>2</sub>ratio >1 (up-regulated) or <-1 (down-regulated) and at least 10 counts for each *E. coli* gene.

## REFERENCES

1. Horton, R. M. *et al.* Gene splicing by overlap extension. *Meth. Enzymol.* **217**, 270–279 (1993).
2. Datsenko, K. A. & Wanner, B. L. One-step inactivation of chromosomal genes in *Escherichia coli* K-12 using PCR products. *Proc Natl Acad Sci U S A* **97**, 6640–6645 (2000).
3. Heermann, R., Zeppenfeld, T. & Jung, K. Simple generation of site-directed point mutations in the *Escherichia coli* chromosome using Red(R)/ET(R) Recombination. *Microb Cell Fact* **7**, 14 (2008).
4. Hatakeyama, M. *et al.* SUSHI: an exquisite recipe for fully documented, reproducible and reusable NGS data analysis. *BMC Bioinformatics* **17**, 228 (2016).
5. Langmead, B. & Salzberg, S. L. Fast gapped-read alignment with Bowtie 2. *Nat Meth* **9**, 357–359 (2012).
6. DePristo, M. A. *et al.* A framework for variation discovery and genotyping using next-generation DNA sequencing data. *Nat. Genet.* **43**, 491–498 (2011).
7. Cingolani, P. *et al.* A program for annotating and predicting the effects of single nucleotide polymorphisms, SnpEff: SNPs in the genome of *Drosophila melanogaster* strain w1118; iso-2; iso-3. *Fly (Austin)* **6**, 80–92 (2012).
8. Lawrence, M. *et al.* Software for computing and annotating genomic ranges. *PLoS Comput Biol* **9**, e1003118 (2013).
9. Robinson, M. D., McCarthy, D. J. & Smyth, G. K. edgeR: a Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**, 139–140 (2010).
10. Robinson, M. D. & Oshlack, A. A scaling normalization method for differential expression analysis of RNA-seq data. *Genome Biol.* **11**, R25 (2010).
11. Keseler, I. M. *et al.* The EcoCyc database: reflecting new knowledge about *Escherichia coli* K-12. *Nucleic Acids Res* **45**, D543–D550 (2017).
12. Paley, S. *et al.* The Omics Dashboard for interactive exploration of gene-expression data. *Nucleic Acids Res* **45**, 12113–12124 (2017).
13. Team, R. C. R: A Language and Environment for Statistical Computing. (2017). Available at: <https://www.R-project.org/>. (Accessed: 21st March 2018)
14. Gama-Castro, S. *et al.* RegulonDB version 9.0: high-level integration of gene regulation, coexpression, motif clustering and beyond. *Nucleic Acids Res* **44**, D133–43 (2016).
15. Benjamini, Y. & Hochberg, J. Controlling the false discovery rate: a practical and powerful approach to multiple testing. *JSTOR* **57**, 289–300 (1995).
16. Bustin, S. A. *et al.* The MIQE Guidelines: Minimum Information for Publication of Quantitative Real-Time PCR Experiments. *Clin Chem* **55**, 611–622 (2009).
17. Untergasser, A. *et al.* Primer3--new capabilities and interfaces. *Nucleic Acids Res* **40**, e115–e115 (2012).
18. Wang, X., Spandidos, A., Wang, H. & Seed, B. PrimerBank: a PCR primer database for quantitative gene expression analysis, 2012 update. *Nucleic Acids Res* **40**, D1144–9 (2012).
19. Livak, K. J. & Schmittgen, T. D. Analysis of Relative Gene Expression Data Using Real-Time Quantitative PCR and the 2- $\Delta\Delta$ CT Method. *Methods* **25**, 402–408 (2001).

How the deposited data were processed for this re-analysis (not part of the article)

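RNA from E. coli BW25113 wt and rpoD*, with and without pRG-NTR at 20 °C and with pRG-NTR at 37 °C, was sequenced by the authors in 6 groups of 3 libraries. The authors depleted ribosomal RNA, sequenced single-end reads in one lane, mapped them to the genome of E. coli K-12 DH10 with Bowtie, counted the reads on each annotated gene with GenomicRanges, and deposited the counts, one table per library, without normalization. The counts are whole numbers of reads per feature. How reads that match several genes were handled is not stated in the paper's text. The conditions come from the depositors' labels and the replicate numbers from the depositors' numbering of the tables, which Table S1 also uses. The paper's expression conditions are 4 h and 250 µM IPTG, and the labels give the same time for the libraries without the plasmid.

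The tables list 4365 features by identifier, or 4364, without NTR1, in wt NTR replicate 1. Gene names and sigma factor assignments were taken from the part of Table S1 used here, which names 1915 features, 1330 of them with a sigma factor, and 85 names are shared by more than 1 feature. No genome or annotation was used, so positions are not given. Of 36 listed genes that the paper names or that check the strains and the plasmid, 28 were found. The genes named in the text are every gene the paper names in its RNA-seq results and discussion, mug, rpoD and the plasmid-borne genes where they have a name here, and for each comparison the 3 up-regulated and the 3 down-regulated genes with the largest log2 ratio among the differentially expressed genes with a mean of at least 10 CPM and no overlap between the libraries of the 2 groups. Of the features without a name, the text gives only a few.

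Counts were scaled with TMM factors and tested with edgeR's quasi-likelihood test (edgeR 4.0.16 with limma 3.58.1 in R 4.3.3) between the 2 groups of each comparison, over genes with at least 10 counts in most libraries of at least 1 group. A gene was counted as differentially expressed with an unadjusted p-value under 0.01 and an absolute log2 ratio above 1, as in Table S2, and the numbers with Benjamini-Hochberg adjusted p-values are given beside these. In all, 8 comparisons were made. The interactions of the rpoD mutation with NTR1 and with temperature were tested in fits of 4 groups at an adjusted p-value under 0.05. CPM per library for single genes were scaled with the TMM factors of all libraries, and standard errors of log2 ratios were derived from the quasi-likelihood F statistic. Log2 CPM with a prior count of 2 were used for the check of the pairing and for the comparisons with no shared library, in which genes were chosen by an absolute log2 ratio above 1 without a test. Where a library left out leaves 1 library in a group, no test was made, and the mirror and the return then used the genes differentially expressed when none was left out. Regulons and gene sets were tested with one-sided Fisher's exact tests of the share differentially expressed in one direction. Adjustment ran over 7 sigma factors, or over the 16 of 18 listed gene sets that have named genes, in both directions and 4 comparisons. The background was the genes that pass the count filter, for the regulons only those in the part of Table S1 used here. BioCyc pathways, used in the paper, were not used here, and the sets were lists of gene names and operon prefixes.

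The depth per library was between 9410481 and 26837373 counts except in wt NTR replicate 1 at 20 °C, with 3057 counts. This library is not listed in Table S1 and was left out of the values given first. The smallest amount the depth can show was taken as 3 counts. Self-tests were run on simulated counts with the means and totals of these libraries and 200 changed genes with a log2 ratio of 1.5 up or down. In the design of rpoD* vs. wt, 87.5% of the changed genes were recovered and 0.332% of the unchanged ones were called. In that of rpoD* NTR vs. wt NTR these were 100% and 0.0501%, and for the interaction 83.0% and 0.0998%, with no change of sign in any of them. A mixture of the 6 group profiles, fitted to wt NTR replicate 1 with 200 bootstrap draws for its 95% intervals, was tested on simulated mixtures and missed the true shares by at most 4.96 points.

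The alternatives were DESeq2 (version 1.42.0), edgeR's exact test, RLE scaling, no count filter, at least 10 counts in every library, 1 fit of all 6 groups, the replicate number as a block, ribosomal RNA genes left out (22 genes with such a name), plasmid-borne genes left out (lacI, malE and NTR1, since trxA has no named feature here), adjusted p-values, no limit on the log2 ratio for the sets, all 3 wt NTR libraries, no shared library for the mirror and the return, and each library left out in turn. Transfer RNA genes were not identified here and were kept. Library totals in place of TMM, with the quasi-likelihood or the exact test, only named genes as the background of the gene sets, and the interactions without plasmid-borne genes were added after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.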

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

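The tests of plasmid-borne genes and of scaling for the interactions were chosen only after the result was seen.

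At 37 °C, a temperature whose libraries the paper does not report on, 306 genes were differentially expressed in rpoD* NTR vs. wt NTR, 178 of them up-regulated and 128 down-regulated. The largest log2 ratios were 2.73 for glpT and 2.50 for EBESCG00000011446 among the up-regulated genes. In these libraries, 1 feature took between 18.9% and 28.8% of the counts of wt NTR and between 11.3% and 14.4% of those of rpoD* NTR. Without that feature 305 genes were differentially expressed, and 307 with every library drawn down to the smallest total. TMM trims features of this kind and the totals were similar, so these checks had little room to move the number. The balance of the directions depends on the scaling, with 548 up-regulated and 32 down-regulated genes under library totals in place of TMM. Of the 10 splits of the 6 libraries into groups of 3, 1 gave as many genes, the real one, and the other splits gave at most 4, while a share under 0.1 is out of reach with 3 libraries per group. Among the 4 splits that part all same-numbered pairs, the real one was again the only one as large. The count of splits therefore decides nothing by itself. With a Benjamini-Hochberg adjusted p-value under 0.01 from edgeR's quasi-likelihood test, 289 genes passed, which argues against an arbitrary grouping.

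Between 37 and 20 °C, 2159 genes were differentially expressed in wt NTR and 2110 in rpoD* NTR. Without the feature that takes the largest share at 37 °C these were 2157 and 2109 genes. For rpoD* NTR, 1 of the 10 splits of the 6 libraries gave as many genes, the real one. This is the smallest share the design allows, so the count of splits decides nothing by itself. The other splits gave at most 1 gene. With a Benjamini-Hochberg adjusted p-value under 0.01 from edgeR's quasi-likelihood test, 2109 genes passed. These numbers argue against an arbitrary grouping. For wt NTR no splits were counted, with 2 libraries at 20 °C. Under library totals in place of TMM, 810 genes were up-regulated and 1391 down-regulated in wt NTR at 37 °C, against 1112 and 1047 with TMM, so the order of the directions changes with the scaling.

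The effect of the rpoD mutation at 20 °C differed with NTR1 for 1097 of 4243 genes, by edgeR's quasi-likelihood test of the interaction with a Benjamini-Hochberg adjusted p-value under 0.05 (1503 genes with an unadjusted p-value under 0.05). Without lacI, malE and NTR1 the number was 1098. Leaving out 3 genes under TMM had little room to move it, so an effect of the plasmid on the composition of the libraries is not ruled out. With library totals in place of TMM it was 694, so the number depends on the scaling. It was 955 with the depositors' replicate number as a block, and with all 3 wt NTR libraries 935. Since the number moves with the scaling, the pattern is not called biological here.

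With NTR1, the effect of the rpoD mutation differed between 20 and 37 °C for 2039 of 4245 genes in the same test (2303 with an unadjusted p-value under 0.05). With library totals in place of TMM the number was 1724, within 1.5 times, and with the replicate block 2012. Other technical explanations, such as a difference in growth between the cultures, were not tested, and no biological explanation is offered.

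Of the 13 maltose genes other than malE, which the fusion on pRG carries, 8 were down-regulated in rpoD* vs. wt at 20 °C, genes the paper does not name, although it lists carbohydrate degradation among the down-regulated pathways. The median log2 ratio was -1.41 (-1.40 with RLE scaling and with library totals), and none of the 13 had a log2 ratio above 0 with TMM, RLE or library totals. If the mutation acted on these genes in every condition, they would be lower at 37 °C too. There, with NTR1, the median log2 ratio was -0.13 with TMM, -0.14 with RLE and 0.28 with library totals, which changes its sign. A decrease in every condition was therefore not seen. With NTR1 at 20 °C, in libraries other than those without NTR1, the median was -0.63 with TMM and RLE and -0.50 with library totals, and 2 genes were down-regulated and 0 up-regulated. The log2 ratios of the 13 genes there lay between -2.75 and 0.68, so they went both ways. Of all 14 maltose genes, 10 were below 0 and 4 above. The share of the 14 down-regulated, 2 genes, was not past the threshold (adjusted p = 0.780, one-sided Fisher's exact test). The median thus kept its direction at 20 °C with a smaller size, but the set as a whole did not pass the test. Whether a difference between the libraries without NTR1 that has nothing to do with the mutation adds to their larger decrease cannot be told from these values. The share of all 14 maltose genes, malE included, that were down-regulated without NTR1 was 64.3%, also with each library left out in turn.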

How the results depend on the processing

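The alternatives were chosen before the data were examined, except library totals in place of TMM (with the quasi-likelihood or the exact test), only named genes as background and the interactions without plasmid-borne genes. Over 135 results and 1750 alternative values, 93 results kept their direction and their side of the threshold, or moved less than the spread between libraries, under every alternative. Where a result changed, the cause was not tested.

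Among the numbers of genes, those that moved by more than 1.5 times did so with library totals. For rpoD* NTR vs. rpoD* 409 genes were down-regulated (621 with TMM), and 1005 up-regulated with the exact test (644). At 37 °C in rpoD* NTR vs. wt NTR 548 were up-regulated (547 with the exact test) and 32 down-regulated with either test, against 178 and 128. The interaction of rpoD with NTR1 had 694 genes, against 1097.

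For NTR1 in rpoD* NTR vs. wt NTR (log2 ratio -0.42), the p-value was no longer under 0.01 in 1 fit of all 6 groups (-0.44), with the replicate block (-0.41) and with library totals and either test (-0.28), and the log2 ratio lay between -0.50 and -0.33 across the 5 fits that each left out one library. Leaving out the plasmid-borne genes or using all 3 wt NTR libraries gave no value for it.

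Reversed results were those of mug in rpoD* vs. wt, 0.13, which was -0.0069 without wt replicate 2 and -0.090 without rpoD* replicate 2, from -0.090 to 0.32 over all libraries left out, of mug in wt NTR vs. wt, 0.06, which was -0.043 without wt replicate 2, from -0.051 to 0.21, and of lacI in rpoD* NTR vs. wt NTR, -0.21, which was 0.076 with all 3 wt NTR libraries. Of the single genes, 19 other values moved, 7 became stronger and 9 weaker under the alternatives chosen first, and 3 became weaker under the added ones.

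In wt NTR vs. wt, the share of sigma 32 genes up-regulated (24.7%) was not past the threshold with at least 10 counts in every library (26.7%), the replicate block (22.6%), all 3 wt NTR libraries (21.5%) and library totals (24.7%), and was between 23.7% and 26.9% with a wt library left out. Without a limit on the log2 ratio, sigma 54 (34.6% up-regulated), sigma 38 (31.9%) and fermentation (46.7%) were not past it, while lipopolysaccharide genes (61.5% down-regulated) and sigma 24 (33.6% down-regulated) were. Sigma 38 was not past it with the replicate block (20.6%). Heat shock genes were not past it with all 3 wt NTR libraries (28.6%), nor with at least 10 counts in every library or library totals (42.9% in both). Glycolysis, whose check is void for lack of named genes, was at 25.0% with all 3 wt NTR libraries. With a wt library left out, fermentation was between 40.0% and 46.7%, the heat shock genes stayed at 42.9% and type III export was between 44.4% and 88.9%, and each lost the threshold in 1 of these fits. In rpoD* NTR vs. wt NTR, sigma 28 up-regulated was not past it with at least 10 counts in every library (14.1%), library totals (17.5%) and no limit on the log2 ratio (31.3%), nor was sigma 54 down-regulated (16.3%) with the same 3 alternatives (14.5%, 11.3% and 28.8%) or the replicate block (12.5%). It was between 12.7% and 17.5% with an rpoD* NTR library left out, and not past the threshold in 2 of these fits. Heat shock genes down-regulated were not past it with library totals (21.4%).

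The share of genes with opposite signs (65.3%) was 63.7% with all 3 wt NTR libraries, 64.5% with at least 10 counts in every library, 64.4% with library totals, 59.6% and 60.6% with no shared library, and 64.5% to 65.9% with a library left out. Pearson's r across these genes (-0.44) was -0.37 in both fits with no shared library and -0.45 to -0.40 with a library left out. The slope of the return (0.81) was 0.80 with at least 10 counts in every library, 0.69 and 0.73 with no shared library, and 0.81 to 0.85 with a library left out. It was not computed without the plasmid-borne genes.

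The depth limits wt NTR replicate 1, where 3 counts are 981 CPM, so that all 3 wt NTR libraries add information for the most abundant transcripts at best.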

Differences from the paper's values

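In rpoD* NTR vs. rpoD*, 644 genes were up-regulated, against the paper's 1020 in Table S2. Of the alternatives set before the data were examined, 1 fit of all 6 groups (680 genes) and the fits without rpoD* replicate 2 (712) and rpoD* replicate 3 (710) were within 1.5 times the paper's number, and the others were not. Library totals in place of TMM gave 944 genes and edgeR's exact test with library totals 1005, both chosen after seeing the values.

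The log2 ratio of NTR1 in rpoD* NTR vs. wt NTR was -0.42 against the paper's -0.28. Of the alternatives set before the data were examined, the fit without wt NTR replicate 2 (-0.33) was within the error. Library totals gave -0.28 with either test, chosen after seeing the values. The unadjusted p-value from edgeR's quasi-likelihood test was 0.0018 against the paper's 0.068, and none of the alternatives closed the gap. As in the paper, the p-value was not under 0.01 in the fit of all groups, with the replicate block and with library totals and either test.

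In rpoD* vs. wt, the log2 ratio of glpA was 7.11 against the paper's 5.903 and that of mug 0.13 against the paper's -0.4673, and no alternative closed either gap. That of lamB was -6.77 against the paper's -6.395, with -6.50 without rpoD* replicate 3, and that of malE -5.08 against the paper's -4.883, with -4.90 without rpoD* replicate 1. No other alternative closed these gaps.

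In wt NTR vs. wt, the log2 ratio of arcA was 0.99 against the paper's 1.055. DESeq2, RLE scaling, the replicate block and the fit without wt NTR replicate 3 (1.00 in each), ribosomal RNA genes left out (1.01), all 3 wt NTR libraries (1.08), and the fits without wt replicate 1 (1.06) and replicate 3 (1.04) were within the error. For dnaK it was 1.51 against the paper's 1.588, with DESeq2 and RLE scaling (1.53), ribosomal RNA genes left out (1.54), and the fits without wt replicate 1 or 2 (1.56) within the error. For gapA it was 2.24 against the paper's 2.322, with DESeq2 and RLE scaling (2.26), ribosomal RNA genes left out (2.27), and the fits without wt replicate 1 (2.27), 2 (2.30) or 3 (2.26) or wt NTR replicate 2 (2.31) within the error. For groL it was 0.46 against the paper's 0.5288, with DESeq2, RLE scaling, the replicate block and the fit without wt NTR replicate 2 (0.48), ribosomal RNA genes left out (0.49), plasmid-borne genes left out (0.46), and the fits without wt replicate 1 (0.54) or 3 (0.49) within the error. Library totals, chosen after seeing the values, gave 1.06, 1.59, 2.32 and 0.53 for the 4 genes.

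In rpoD* NTR vs. wt NTR, the log2 ratios were -1.81 for clpB against the paper's -1.675, 5.47 for cysP against the paper's 5.6, -1.43 for dnaK against the paper's -1.295, -0.49 for groL against the paper's -0.3532, -0.53 for groS against the paper's -0.3974 and -3.66 for hcp against the paper's -3.524. They were -0.62 for hslU against the paper's -0.4859, -1.07 for hslV against the paper's -0.934, -1.02 for ibpA against the paper's -0.8831, -0.21 for lacI against the paper's -0.07382 and -0.33 for malE against the paper's -0.1968. Of the alternatives set before the data were examined, none closed the gap for dnaK, groL, hcp or hslV. All 3 wt NTR libraries did so for clpB (-1.72) and malE (-0.17), and the replicate block for cysP (5.49) and lacI (-0.13). Leaving out wt NTR replicate 2 did so for cysP (5.52) and hslU (-0.55), and leaving out wt NTR replicate 3 for groS (-0.48), ibpA (-0.81), lacI (-0.03) and malE (-0.22). Leaving out rpoD* NTR replicate 1 did so for cysP (5.49) and lacI (-0.14), replicate 2 for ibpA (-0.98), and replicate 3 for cysP (5.51), hslU (-0.56), ibpA (-0.99) and malE (-0.28). In rpoD* NTR vs. rpoD*, the log2 ratio of cspA was -4.14 against the paper's -3.841, and none of these alternatives closed the gap. Library totals, chosen after seeing the values, reached the paper's value for all of these, with -1.68 for clpB, 5.60 for cysP, -1.30 for dnaK, -0.35 for groL, -0.40 for groS, -3.52 for hcp, -0.49 for hslU, -0.93 for hslV, -0.88 for ibpA, -0.07 for lacI, -0.20 for malE and -3.84 for cspA.

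Table S2 of the paper has more up-regulated than down-regulated genes in wt NTR vs. wt and in rpoD* NTR vs. wt NTR, while here 595 were up-regulated and 614 down-regulated in the former and 237 and 356 in the latter. In wt NTR vs. wt, the order of Table S2 was found with DESeq2 (623 and 617), RLE scaling (611 and 600), no count filter (617 and 595), at least 10 counts in every library (638 and 568), ribosomal RNA genes left out (628 and 597), all 3 wt NTR libraries (657 and 555) and each fit without a wt library, among the alternatives set before the data were examined. It was not found with edgeR's exact test (641 and 654), 1 fit of all 6 groups (609 and 731), plasmid-borne genes left out (594 and 614) or adjusted p-values (564 and 581), and the replicate block gave 599 in both directions. In rpoD* NTR vs. wt NTR none of these alternatives gave that order. Library totals, chosen after seeing the values, gave it in both comparisons, with 662 and 568 genes in the former and 328 and 285 in the latter. The paper states that most sigma 38 genes were down-regulated in rpoD* vs. wt. Here 41 of 161 passed the criteria and 106 had a log2 ratio below 0. In the paper's Table S3 too, the sigma 38 genes counted as down-regulated there are a minority of the regulon. Table 1 lists the sigma 32 regulon with protein folding chaperones as down-regulated in rpoD* NTR vs. wt NTR. Here 10 of 93 sigma 32 genes were down-regulated there, with an adjusted p = 0.279 from a one-sided Fisher's exact test. The paper's Table S3, which covers more sigma 32 genes, gives no p-value under 0.05 for this share either. The difference is thus from Table 1 and not from Table S3. Of the heat shock chaperones and proteases, 6 of 14 were down-regulated (adjusted p = 0.0029, one-sided Fisher's exact test), which is the direction of Table 1. That share was not past the threshold with library totals. The paper names GroELS and HslVU among the genes up-regulated by NTR1. Here the log2 ratios with TMM were 0.46 for groL, 0.18 for groS, 0.40 for hslU and 0.30 for hslV, under the limit of 1. That of groS had an adjusted p = 0.168 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The log2 ratios of Table S1 for these genes, 0.5288, 0.2554, 0.4742 and 0.3828 in the same order, are under this limit too. The paper lists lipopolysaccharide metabolism among the significantly down-regulated functions, and here 5 of 13 genes were down-regulated with an adjusted p = 0.0896 from Fisher's exact test. The paper states that most cold shock genes were down-regulated in rpoD* vs. wt. Here 6 of 13 passed the criteria, 9 had a log2 ratio below 0, and lpxP was higher in rpoD*, with a log2 ratio of 0.55. The paper states that rpoD* brings the cells back to their state without NTR1. Here 781 of 1209 genes (64.6%) were nearer to wt in rpoD* NTR than in wt NTR. Of the 1209 genes, 870 (72.0%) were still differentially expressed in rpoD* NTR vs. wt with the same sign. The same wt libraries are in both comparisons, which favours the same sign, and the 72.0% was not computed without shared libraries. It therefore does not measure by itself how far the cells returned.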

Other observations

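The tests of the scaling of Table S1, of the composition of wt NTR replicate 1 and of the NTR1 counts in libraries without the plasmid were chosen only after the result was seen.

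The genes changed by NTR1 in wt had opposite signs in rpoD* NTR vs. wt NTR in 65.3% of cases, and both comparisons contain the wt NTR libraries. With no library shared, and genes chosen by an absolute log2 ratio above 1 without a test, the lower of the 2 shares was 59.6%, above an even split but closer to it. Part of the mirror image may come from the noise of the shared libraries, but the opposite signs that remain with no library shared, with an r of -0.37, do not come from that noise. A second test asked whether the mirror holds changes that the rpoD mutation makes without NTR1. Across 1204 of these genes, the log2 ratios of rpoD* vs. wt and of rpoD* NTR vs. wt NTR, which share no library, had a Pearson's r of 0.31, where genes are not independent replicates. Such an r is between the limits of 0.3 and 0.7 that were set for the test, so it does not separate an effect of the mutation alone from one that needs NTR1.

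With the same criteria, 1265 genes changed with NTR1 in rpoD* and 1209 in wt. The wt NTR group has 2 libraries in the set of Table S1. With 2 rpoD* NTR libraries the number in rpoD* was between 1193 and 1200, so the larger number in rpoD* is consistent with its larger number of libraries. The number in wt was 1212 with all 3 wt NTR libraries.

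For the comparisons of 3 against 3 libraries at 20 °C, 1 of the 10 splits of the 6 libraries gave as many differentially expressed genes as the real one in rpoD* vs. wt (501 genes, at most 12 in another split), in rpoD* NTR vs. rpoD* (1265 genes, at most 2) and in rpoD* NTR vs. wt (1428 genes), the real split included. Of the 4 splits that part all same-numbered pairs, the real one was the only one as large in each comparison, and the other 6 splits part only 1 such pair. A share under 0.1 is out of reach with 10 splits, so the count of splits decides nothing by itself. With a Benjamini-Hochberg adjusted p-value under 0.01 from edgeR's quasi-likelihood test, 446, 1238 and 1398 genes passed in the same order. In rpoD* NTR vs. wt the other splits gave 0 genes. These numbers argue against an arbitrary grouping as the source of the differences.

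The log2 ratios were set beside those of Table S1. With TMM, the median absolute difference was 0.0330 in rpoD* vs. wt, 0.0760 in wt NTR vs. wt, 0.136 in rpoD* NTR vs. wt NTR and 0.291 in rpoD* NTR vs. rpoD*. With library totals it was 0.0347, 3.23e-04, 2.47e-04 and 5.82e-04 in the same order. A candidate explanation for the different numbers of genes in Table S2 is that its log2 ratios were scaled by library totals. For the 3 comparisons with NTR libraries, library totals came within a median of 5.82e-04, as the explanation predicts. The differences of 0.0760 to 0.291 argue against TMM scaling, as done here, of the log2 ratios of Table S1 in these comparisons. For rpoD* vs. wt, 0.0330 and 0.0347 do not separate the scalings.

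The 3057 counts of wt NTR replicate 1 had a profile unlike those of replicates 2 and 3. A transcript of the stress protein Dps had 23553 CPM there, 714 and 622 CPM in replicates 2 and 3, and 38113 to 59791 CPM at 37 °C. A mixture of the 6 group profiles gave wt NTR at 20 °C a share of 4.51% of its counts (95% interval 0.111 to 13.4), rpoD* NTR at 20 °C 50.7% (41.9 to 55.3), wt NTR at 37 °C 25.6% (18.4 to 33.3) and rpoD* NTR at 37 °C 19.2% (11.4 to 26.8). The group of this library thus had a small share, so reads of other libraries may make up most of it. The groups without NTR1 had almost no share, with upper limits of 0.0594% for wt and 3.64% for rpoD*. Reads spilled from the whole pool in proportion to library totals would give these groups shares too, as their libraries had full depth. The shares argue against such spill from the whole pool. Whether reads of the NTR1 libraries alone make up this library was not tested. A mislabelled library would be given to a single group, which the shares of 50.7%, 25.6% and 19.2% do not show.

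In the libraries without the plasmid, the NTR1 feature had 0, 0 and 3 counts in the wt replicates and 0, 7 and 26 counts in the rpoD* replicates. Reads from other libraries of the pool at one rate would follow the totals of the libraries. A Monte Carlo version of the exact multinomial test with 100000 draws gave p = 1e-05, the smallest the draws can give, so the counts were not spread in proportion to the totals within counting error. The test treats reads as independent molecules, which amplified reads are not, so one rate with a larger spread is not ruled out. Other sources were not tested.

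Across 582 genes differentially expressed in rpoD* NTR vs. wt NTR at 20 °C, the log2 ratios at 20 and 37 °C had a Pearson's r of 0.33, where genes are not independent replicates, and 62.7% of the genes had the same sign. An r of 0.33 is between the limits of 0.3 and 0.7 set for the test, so it does not decide by itself how far the effect is shared. The test of the interaction, which compares the temperatures gene by gene, found a difference for 2039 of 4245 genes.

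In rpoD* vs. wt without NTR1, mug had 9.08 ± 2.62 CPM (SD, n = 3) in rpoD* and 8.27 ± 1.59 CPM (SD, n = 3) in wt, a log2 ratio of 0.13 that is smaller than the spread between libraries. In the paper, rpoD* and its control strain have mug replaced by a kanamycin cassette, so counts above the floor are unexplained here. The depositors' names give this replacement only for the libraries without NTR1. A strain difference between libraries with and without NTR1 is therefore not ruled out, although mug had a similar 8.34 CPM in wt NTR.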
